# Sodium–glucose cotransporter 2 inhibitor ameliorates podocyte hypertrophic stress by suppressing the mTOR/p70S6K/cyclin D1 signaling pathway in obesity-related nephropathy

**DOI:** 10.1038/s41598-026-49025-w

**Published:** 2026-04-20

**Authors:** Miho Suzuki, Akihiro Fukuda, Ryo Kurimoto, Akiko Kudo, Hirotaka Shibata

**Keywords:** mTOR/p70S6K/cyclin D1 signaling pathway, Obesity-related nephropathy, Podocyte hypertrophic stress, SGLT2 inhibitor, Diseases, Nephrology, Physiology

## Abstract

Obesity-related nephropathy (ORN) is a risk factor for chronic kidney disease, end-stage kidney disease, and increased mortality. However, the underlying mechanism and treatment of ORN remain unknown. Compared to Zucker lean rats (control), Zucker fatty (ZF) rats, a nondiabetic obesity model, showed marked increases in body weight, urinary protein excretion, urinary sediment podocin (U-sed pod) mRNA levels, and glomerular/podocyte hypertrophy with age, implying that podocyte hypertrophic stress is linked to ORN development. Conversely, sodium–glucose cotransporter 2 inhibitor (SGLT2i) administration decreased body weight, urinary protein, U-sed pod mRNA excretion, and glomerular/podocyte hypertrophy. RNA sequencing of the renal cortex in ZF rats showed increased cyclin D1 expression and elevated protein levels of cyclin D1, IGF-1, and phospho S6 levels, indicating that IGF-1-mediated activation of the mTOR/p70S6K/cyclin D1 signaling pathway is involved in ORN. These changes were restored via SGLT2i treatment. Furthermore, the protective effects of SGLT2i on podocytes partially exceeded those of calorie restriction equivalent to the calorie loss from urinary glucose excretion. These results indicate that SGLT2i suppresses the IGF-1-mediated mTOR/p70S6K/cyclin D1 signaling pathway and reduces glomerular/podocyte hypertrophic stress. This represents a novel mechanism for the podocyte-protective effect of SGLT2i and underscores their potential as a therapeutic strategy for ORN.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-026-49025-w.

## Introduction

The prevalence of kidney diseases caused by lifestyle factors, particularly obesity-related nephropathy (ORN), has increased. Chronic kidney disease (CKD) was the 17th leading cause of death in 1990 and it emerged as the 12th leading cause in 2017^1^. In the United States, obesity is associated with 24%–33% of renal disease cases^2^. Furthermore, the incidence of obesity-related glomerulopathy in renal biopsies gradually increased from 0.2% in 1986–1990 to 2.0% in 1996–2000, showing a tenfold increase in 15 years^3^. In 2022, the number of obese adults was 880 million worldwide^4^, highlighting the critical public health challenge posed by obesity. Obesity is an independent risk factor for CKD development, and ORN frequently progresses to end-stage kidney disease^5,6^. The mechanisms underlying ORN must be understood.

Several pathophysiological mechanisms have been linked to ORN development, including glomerular hyperfiltration^7,8^, overactivation of the renin–angiotensin–aldosterone system (RAAS)^9–11^, hyperinsulinemia and insulin resistance^12,13^, elevated inflammatory cytokine levels^14,15^, ectopic lipid accumulation and lipotoxicity^16,17^, and oxidative stress^18,19^. However, these mechanisms are not completely understood. ORN’s hallmark pathological findings include glomerular enlargement and focal segmental glomerulosclerosis, with podocyte injury recognized as a major developmental factor^20,21^. Podocytes, an essential element of the glomerular filtration barrier, cover the surface of glomerular capillaries via foot processes and are required for glomerular function^22,23^. In ORN, podocyte foot process effacement and detachment from the basement membrane are observed as podocyte injury and depletion^21^. Reportedly, the accumulation of free fatty acids in podocytes causes insulin resistance and apoptosis^24^ and increased endoplasmic reticulum stress leads to podocyte loss^25^. Wiggins et al. proposed the podocyte depletion hypothesis—podocyte loss caused by persistent podocyte injury from various factors is the primary cause of glomerulosclerosis in many glomerular diseases, including obesity^26^. Furthermore, podocyte hypertrophic stress was detected in the early stages of a rat model and patient with type 2 diabetes before the onset of albuminuria, and its persistence led to nephropathy^27^. These findings imply that persistent podocyte injury due to podocyte hypertrophic stress may lead to ORN.

Although RAAS blockade and weight loss are effective in ORN, several patients continue to develop progressive nephropathy. At present, sodium–glucose cotransporter 2 inhibitors (SGLT2is) are available for treating CKD^28,29^. Although the protective effect of SGLT2i on podocytes in diabetic nephropathy has been reported in the recent years^30,31^, to our knowledge, no studies have reported whether podocyte injury is associated with ORN development and whether SGLT2i has a podocyte-protective effect. This study aimed to reveal the mechanism of podocyte injury-induced ORN progression and evaluate the podocyte-protective effects of SGLT2i.

## Results

### Progression of ORN due to podocyte hypertrophic stress

#### Time course

The experimental protocol is illustrated in Fig. 1a. Zucker fatty (ZF) and Zucker lean (ZL) rats were used to assess ORN progression. Until 32 weeks of age, ZF rats had consistently high daily food intake (Fig. 1b). Water intake and urinary volume were higher in ZF than in ZL rats until 16 weeks of age (Fig. 1c, d). At 8 weeks, ZF rats had significantly more body weight than ZL rats, which continually gained weight (Fig. 1e). The ZF group showed significantly high blood glucose levels at 16 weeks, but no significant differences were observed at other time points (Fig. 1f). Systolic blood pressure was comparable between the ZL and ZF rats (Fig. 1g). The ZF group’s heart rate increased significantly only at 16 weeks of age (Fig. 1h). At 32 weeks of age, the ZF rats had a significantly higher left kidney weight than those sacrificed (Fig. 1i). Creatinine clearance, determined using serum creatinine levels (Fig. 1j), showed an increasing trend in ZF rats compared to ZL rats (Fig. 1k), suggesting that glomerular hyperfiltration may occur in ZF rats. Furthermore, urinary protein excretion in ZF rats increased significantly after 16 weeks and remained consistent (Fig. 1l).

**Fig. 1:**
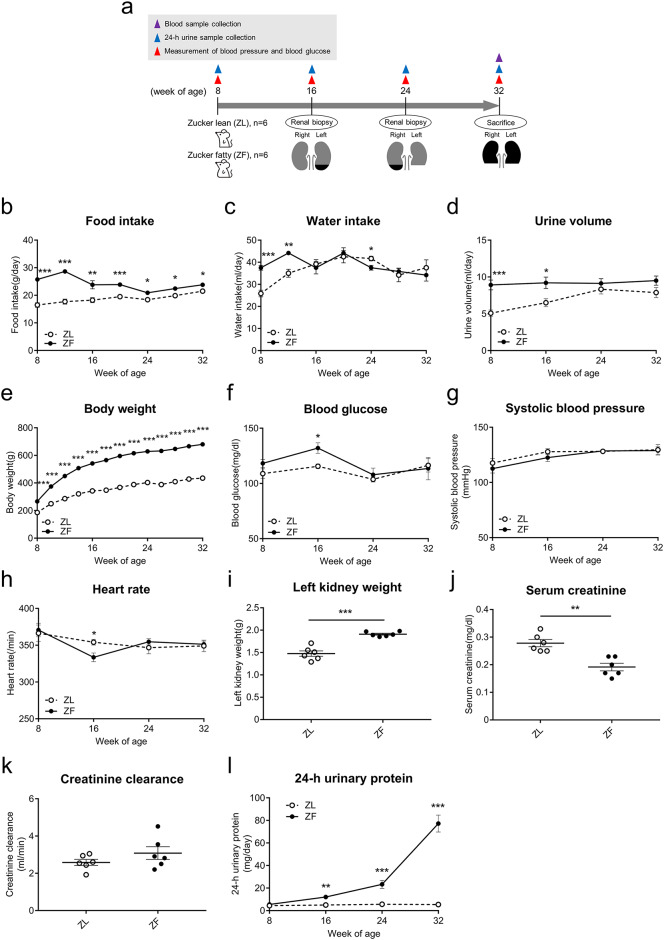
Time course of clinical parameters in Zucker lean (ZL) and Zucker fatty (ZF) rats. **a** Schematic representation of experimental protocols. **b** 24-h food intake. **c** 24-h water intake. **d** 24-h urine volume. **e** Body weight gain. **f** Blood glucose. **g** Systolic blood pressure. **h** Heart rate. **i** Left kidney weight at 32 weeks of age. **j** Serum creatinine. **k** Creatinine clearance calculated from urinary creatinine, serum creatinine, and urine volume at 32 weeks of age. **l** 24-h urinary protein. ZF rats gained weight and excreted more urinary protein over time. At 32 weeks of age, kidney weight increased, and creatinine clearance trended upward in ZF rats, implying that nephropathy and glomerular hyperfiltration may develop as obesity progresses. Data are presented as the mean ± SEM. Statistically significant differences are shown as: *P < 0.05, **P < 0.01, ***P < 0.001, *n* = 6 each.

#### Podometric analysis

Figure 2a–g depict representative histological outcomes and morphometry at 16, 24, and 32 weeks in ZL and ZF rats. Figure 2a and b show that the glomeruli of ZF rats were larger than those of ZL rats at all time points. The quantitative analysis indicated that the glomerular volume in ZF rats was 1.6-fold larger than that in ZL rats at 16 weeks (*P* < 0.01), which increased over time (Fig. 2c). The ZF group had 1.5 times more total podocyte volume than ZL at 16 weeks (*P* < 0.05), which continued to increase (Fig. 2d). Podocyte nuclear density (number of podocytes per glomerular volume) in ZF was consistently lower than that in ZL (*P* < 0.01; Fig. 2e). Conversely, the glomerular volume per podocyte, the reciprocal of podocyte nuclear density, increased over time in ZF rats (Fig. 2f). However, the number of podocyte nuclei per glomerulus (Fig. 2g) remained constant in both groups from 16 to 32 weeks of age, indicating that the glomerular tuft volume undertaken by a single podocyte increases in ZF rats and emphasizing the increased podocyte hypertrophic stress over time in ZF rats, with podocyte density as an important indicator of podocyte hypertrophic stress. Furthermore, podocyte hypertrophic stress can be detected noninvasively by measuring urinary sediment podocin (U-sed pod) mRNA excretion^27^. Figure 2h shows that 24-h U-sed pod mRNA excretion of ZF increased compared with ZL after 16 weeks of age, whereas levels in ZL rats remained unchanged. The findings of podocyte density and U-sed pod mRNA excretion are important indicators of podocyte hypertrophic stress^27^, and emphasize the increased podocyte hypertrophic stress over time in ZF rats.

**Fig. 2:**
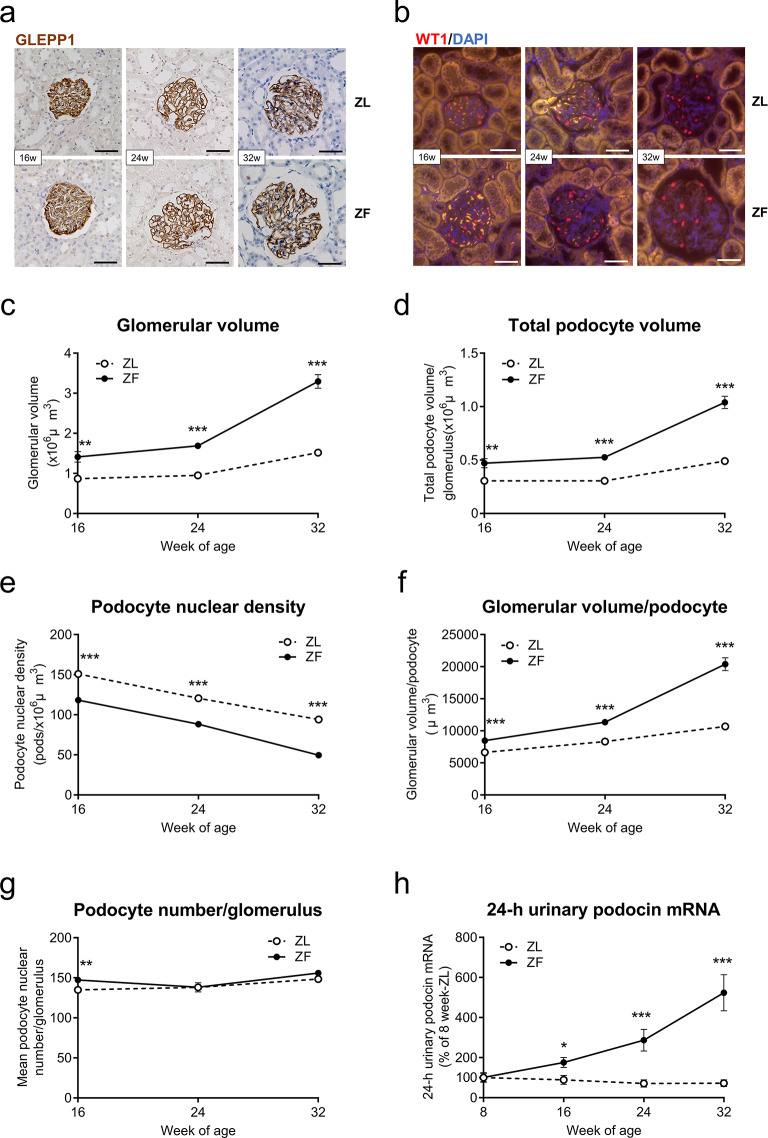
Podometric analysis in Zucker lean (ZL) and Zucker fatty (ZF) rats. **a** Representative podocytes were determined using the podocyte cytoplasmic marker glomerular epithelial protein 1 (GLEPP1) by immune-peroxidase. Scale bar = 50 μm. **b** Representative immunofluorescent results: podocytes are identified by red WT1 nuclear staining. DAPI (blue stain) shows all nuclei. Scale bar = 50 μm. **c** Glomerular volume. **d** Total podocyte volume. **e** Podocyte nuclear density. **f** Glomerular volume per podocyte. **g** Podocyte nuclear number per glomerulus. **h** 24-h urinary podocin mRNA. 24-h urinary podocin mRNA excretion is a percentage change relative to the mean excretion in 8-week-old ZL rats. Podocyte density was calculated as the number of WT1-positive nuclei normalized to glomerular volume using a stereological method as previously described by Venkatareddy et al.^67^. Glomerular and podocyte volumes in ZF rats increased while podocyte density decreased. There was no significant decrease in podocytes per glomerulus compared to ZL. A continued increase in urinary sediment podocin mRNA excretion indicates increased podocyte injury caused by podocyte hypertrophic stress in ZF rats. Data are presented as the mean ± SEM. Statistically significant differences are shown as: *P < 0.05, **P < 0.01, ***P < 0.001, *n* = 6 each.

### SGLT2i reduces podocyte injury and ORN progression

#### Time course

We assessed the efficacy of SGLT2i in ZF rats with established ORN. As described in the protocol (Fig. 3a), nontreated (ZF-NT, *n* = 6) and canagliflozin-treated (ZF-SGLT2i, 10 mg/kg body weight/day, *n* = 6) rats were fed the same diet (mg/g body weight/day) (Fig. 3b). The ZF-SGLT2i group consumed significantly more water than the ZF-NT group (*P* < 0.001; Fig. 3c), and the ZF-SGLT2i group had 4.6 times more urinary volume after 8 weeks of treatment (*P* < 0.01; Fig. 3d). The ZF-SGLT2i group had lower body weight than the ZF-NT group by the 3rd week of treatment (*P* < 0.05), and this difference became more pronounced over time (*P* < 0.01; Fig. 3e). Blood glucose levels in the ZF-SGLT2i group were lower at 28 and 32 weeks (Fig. 3f). The two groups had similar systolic blood pressure throughout the study (Fig. 3g); however, the ZF-SGLT2i group had a significantly lower heart rate at 28 and 32 weeks (Fig. 3h). The ZF-SGLT2i group had lower left kidney weight after 32 weeks (*P* < 0.01; Fig. 3i). Additionally, the ZF-SGLT2i group showed significantly higher 24-h urinary glucose excretion (*P* < 0.01; Fig. 3j), indicating effective SGLT2i administration. The ZF-SGLT2i group also had significantly higher 24-h urinary sodium excretion (*P* < 0.01; Fig. 3k), suggesting improved sodium excretion after the SGLT2i treatment. Creatinine clearance (Fig. 3l), determined using serum creatinine (Fig. 3m), decreased in the ZF-SGLT2i group, although not significantly, suggesting a potential improvement of hyperfiltration. In addition, the ZF-SGLT2i group had significantly lower 24-h urinary protein excretion (*P* < 0.01; Fig. 3n).

**Fig. 3:**
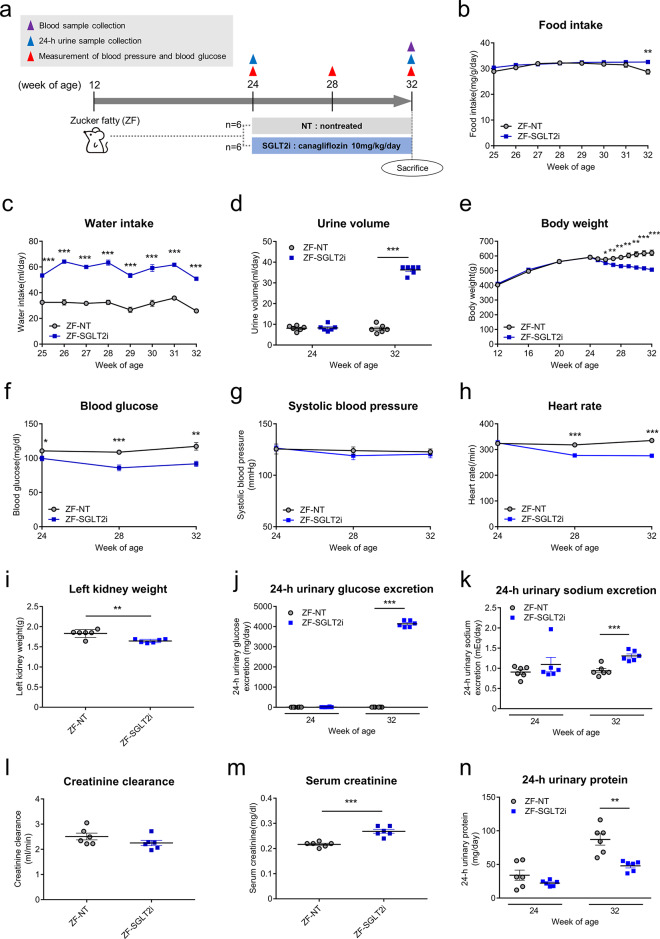
Time course of clinical parameters in nontreated (NT) Zucker fatty (ZF) rats and sodium–glucose cotransporter 2 inhibitor (SGLT2i)-treated ZF rats. **a** Schematic representation of experimental protocols. The nontreated (ZF-NT) and SGLT2i-treated (ZF-SGLT2i) groups were fed the same amount of food per body weight per day, while the ZF-SGLT2i group was treated with canagliflozin 10 mg/g/day mixed in the diet for 8 weeks beginning at 24 weeks of age. Urine samples were taken before the start of treatment and at 32 weeks of age. **b** Food intake per body weight per day. **c** 24-h water intake. **d** 24-h urine volume. **e** Body weight gain. **f** Blood glucose. **g** Systolic blood pressure. **h** Heart rate. **i** Left kidney weight at 32 weeks of age. **j** 24-h urinary glucose excretion. **k** 24-h urinary sodium excretion. **l** Creatinine clearance calculated from urinary creatinine, serum creatinine, and urine volume at 32 weeks of age. **m** Serum creatinine. **n** 24-h urinary protein. After starting SGLT2 inhibitor treatment, water intake, urinary volume, urinary glucose excretion, and urinary sodium excretion increased, while body weight, blood glucose, and urinary protein excretion decreased. The ZF-SGLT2i group’s creatinine clearance trended downward. The results of urinary sodium excretion and creatinine clearance may indicate that SGLT2 inhibitor treatment has corrected glomerular hyperfiltration. Data are presented as the mean ± SEM. Statistically significant differences are shown as: *P < 0.05, **P < 0.01, ***P < 0.001, *n* = 6 each.

#### Podometric analysis

Figure 4a–f depict the histological and morphometric analyses at 32 weeks of ZF-NT and ZF-SGLT2i rats. Figure 4a shows that the glomeruli of ZF-SGLT2i rats were smaller than those of ZF-NT rats. Quantitative analyses showed significant reductions in glomerular and total podocyte volumes (*P* < 0.01; Fig. 4b, c). The podocyte nuclear density increased, but the glomerular volume per podocyte decreased (*P* < 0.01; Fig. 4d, e). However, the number of podocyte nuclei per glomerulus did not vary significantly between the two groups (Fig. 4f). The U-sed pod mRNA excretion of the ZF-NT group at 32 weeks of age increased compared to that at 24 weeks of age, whereas in the ZF-SGLT2i group, U-sed pod excretion at 32 weeks decreased to 9.6% of the levels at 24 weeks of age (*P* < 0.05), demonstrating that SGLT2i treatment effectively reduced podocyte injury in the ZF-SGLT2i group (Fig. 4g).

**Fig. 4:**
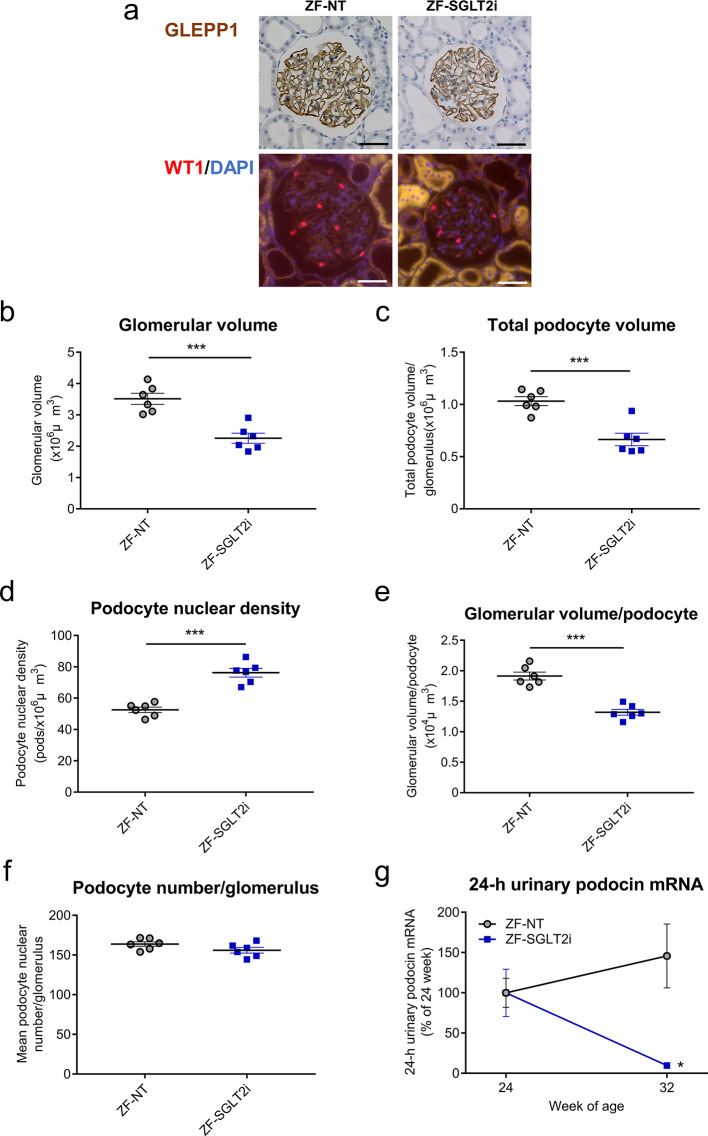
Podometric analysis in nontreated (NT) Zucker fatty (ZF) rats and sodium–glucose cotransporter 2 inhibitor (SGLT2i)-treated ZF rats at 32 weeks of age. **a** Top panels show representative podocytes identified by immunoperoxidase staining for the cytoplasmic marker glomerular epithelial protein 1 (GLEPP1). Lower panels show representative immunofluorescence results. Podocytes are identified by red WT1 nuclear staining. DAPI (blue stain) shows all nuclei. Scale bar = 50 μm. **b** Glomerular volume. **c** Total podocyte volume. **d** Podocyte nuclear density. **e** Glomerular volume per podocyte. **f** Podocyte nuclear number per glomerulus. **g** 24-h urinary podocin mRNA. 24-h urinary podocin mRNA excretion at 32 weeks of age is shown as a percentage change from the mean excretion of each group at 24 weeks of age. Podocyte density was calculated as the number of WT1-positive nuclei normalized to glomerular volume using a stereological method as previously described by Venkatareddy et al.^67^. In the ZF-SGLT2i group, glomerular and podocyte volumes were reduced while podocyte density increased. Based on histological results, urinary podocin mRNA excretion at 32 weeks in the ZF-SGLT2i group was significantly lower than at 24 weeks, indicating that SGLT2 inhibitor treatment reduces podocyte injury. Data are presented as the mean ± SEM. Statistically significant differences are shown as: *P < 0.05, ***P < 0.001), *n* = 6 each.

### Cyclin D1, a regulator of cell cycle progression, is associated with podocyte hypertrophy

We propose that cell hypertrophy is vital for ORN pathogenesis. Kidney injury can result in proliferation, hypertrophy, or apoptosis, which are potentially related at the cell cycle level^32^. Proliferation necessitates normal cell cycle progression; hypertrophy occurs when cells enter the cell cycle but cannot progress past late G1 (G1/S arrest)^33^. Total RNA was isolated from the renal cortex of 32-week-old rats from three groups: ZL, ZF, and ZF-SGLT2i (*n* = 4 per group) to study the role of the cell cycle in podocyte hypertrophy and identify genes involved in ORN progression. 

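ZL rats were the lean controls and ZF rats the obese model, which lacks a functional leptin receptor. The ZF-SGLT2i rats were ZF rats given the SGLT2 inhibitor canagliflozin at 10 mg/kg/day. Treatment began when the rats were 24 weeks old and lasted 8 weeks. The deposited samples carry rat numbers, 1 to 4 for ZL, 2 to 5 for ZF, and 2, 3, 4 and 6 for ZF-SGLT2i. The tissue was whole renal cortex, so each value is an average over its tubular, glomerular, vascular and other cells. The libraries were depleted of ribosomal RNA, kept the strand and were sequenced from both ends. In all 12 rats, every deposited value (100%) was a whole multiple of the smallest value above 0 in that rat, so the values are whole read counts times a constant for each rat. These constants matched those of edgeR's CPM, a count scaled to the library size, with the factors of its TMM method, with a largest gap of 1.11e-16. The paper's text does not name the aligner, genome build, annotation, counting tool, filter or test used for the sequencing data, and its statistics section gives Tukey's post hoc test for comparisons among 3 groups. The reads on genes recovered from the values ranged from 8886901 to 12210257 per ZL rat, with a median of 11691450. They ranged from 8824980 to 11191377 per ZF rat (median 9878196) and from 8914666 to 10293049 per ZF-SGLT2i rat (median 9998502). The ribosomal genes Rn28s and Rn45s took 7.25% to 12.0% of the reads in ZL, 8.82% to 12.0% in ZF and 11.5% to 15.2% in ZF-SGLT2i rats. Groups were compared with limma on log2(value + 1), with the 3 groups in the same fit and Benjamini-Hochberg adjusted p-values over the genes tested. Adding 1 makes the log2 fold change of a gene with a value near 1 smaller than that of its CPM. Means are given in CPM with the SD over 4 rats.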

RNA sequencing yielded 13,151 transcripts, 135 of which were identified as cell cycle-related. 

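The table lists 13151 genes by symbol, and each had at least 12 reads over the 12 rats together. In the reference gene table of the rat assembly GRCr8, 12146 of these names are symbols, 796 are synonyms and 147 are LOC numbers of listed genes. A total of 11633 genes had a value of at least 1 in at least 4 rats and were tested, and 1518 were not. The paper does not list its cell cycle-related genes. In their place stood 123 genes of the cell cycle pathway, of which 112 were in the table and 105 were tested. The 10 genes of Fig. 5a are among them and were chosen by the study on these same rats, so counts on this list are not independent evidence. Between ZF and ZL rats, 71 of the 105 genes were higher in ZF and 34 lower. With an adjusted p-value under 0.05 over all genes, 15 were higher and 5 lower, and 21 passed when adjusted over the list alone. Their median log2 fold change was 0.075 (limma's camera with a preset correlation of 0.01, p = 0.0022). Between ZF-SGLT2i and ZF rats, 31 of the genes were higher in ZF-SGLT2i and 74 lower. Of these, 2 passed over all genes, both lower, and 2 when adjusted over the list alone. The median log2 fold change was −0.056 (camera with the same preset correlation, p = 0.0048). Both shifts also passed with fry (p = 0.00013 and 0.0028) and with the correlation estimated from the data (p = 0.018 and 0.026). However, 4 of the 35 splits of the 8 ZF and ZL rats into groups of 4 gave as small a camera p, and so did 2 of the 35 splits of the 8 ZF-SGLT2i and ZF rats. The medians moved most among the 71 of the 105 genes with a mean of at least 10 CPM, to 0.014 and −0.020, and neither passed 0.05 with camera.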

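Between ZF and ZL rats, 2185 of the tested genes had an adjusted p-value under 0.05, 953 higher and 1232 lower in ZF. Between ZF-SGLT2i and ZF rats, 366 genes passed, 162 higher and 204 lower in ZF-SGLT2i. At an unadjusted p under 0.05, the counts were 3848 and 1996. The 4 values of the groups did not overlap for 19.0% of the tested genes between ZF and ZL and for 11.2% between ZF-SGLT2i and ZF, where chance gives 2.86%. With each rat left out in turn, the count for ZF and ZL ranged from 1384 (without ZL rat 1) to 2453 genes, and the count for ZF-SGLT2i and ZF from 176 (without ZF-SGLT2i rat 3) to 569 (without ZF rat 5). Array quality weights raised the counts to 2807 and 689 genes, and a term for the rat number lowered them to 807 and 223. Both comparisons called 139 genes, 98 of them in opposite directions and 41 in the same direction. Of the 98 genes, 52 were higher in ZF than in both other groups and 46 were lower. Since the ZF values enter both comparisons, rats without any change between ZF and ZF-SGLT2i were simulated 100 times, and at most 17 genes were then called in opposite directions, with a median of 0. The opposite calls were 4.49% of the genes called between ZF and ZL. Between ZF-SGLT2i and ZL, 3184 genes were called. Among genes whose groups did not overlap, Havcr1 and Dbp had large rises in ZF over ZL. Havcr1 was 1.71 ± 0.129 (SD, n = 4) in ZL and 26.6 ± 20.0 in ZF, a log2 fold change of 3.01 (standard error 0.57, adjusted p = 0.0038), and ranged from 7.32 to 52.3 among ZF rats. The log2 fold change of Dbp was 2.68. Among called genes whose groups did not overlap, the largest falls were in Slco1a1 (−3.63), Arntl (−3.38) and Slc21a4 (−3.29), and Slco1a1 ranged from 33.1 to 261 among ZL rats. The largest rises in ZF-SGLT2i over ZF were in Cyp24a1, Rbp4 and Htr5b. Cyp24a1 was 108 ± 35.4 (SD, n = 4) in ZF and 435 ± 122 in ZF-SGLT2i, a log2 fold change of 2.02 (standard error 0.29, adjusted p = 0.0023). Rbp4 (1.89, adjusted p = 0.047) did not pass in 12 of 22 alternatives, among them the fits without ZL rat 1, without ZF rat 3, 4 or 5 and without each ZF-SGLT2i rat; over all 22 alternatives its adjusted p ranged from 0.0074 to 0.24. Htr5b (1.79) was 16.8 in ZF-SGLT2i rat 4 against 7.52 to 8.58 in the others. The largest falls were in Kap (−1.84), Ky (−1.58) and Prima1 (−1.35, adjusted p = 0.00085). The fall of Kap (adjusted p = 0.022) did not pass without ZF rat 2 (adjusted p = 0.065), ZF rat 4 (0.072), or ZF-SGLT2i rat 2 (0.061), 3 (0.054) or 6 (0.066).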

Genes with significant expression differences between the ZL and ZF (*P* < 0.05) and ZF and ZF-SGLT2i (*P* < 0.05) groups were identified. This approach was used to identify the 10 genes depicted in Fig. 5a. Among these, cyclin D1, a key G1 phase regulator and factor critical for cell hypertrophy and proliferation, was significantly upregulated in the ZF group compared with the ZL group. Conversely, the ZF-SGLT2i group had significantly lower cyclin D1 expression than the ZF group (*P* < 0.05; Fig. 5b–d, Supplementary Fig. S1), indicating that increased cyclin D1 expression may be related to podocyte hypertrophy.

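All 10 genes in the heatmap were tested. An unadjusted p under 0.05 in both comparisons was reached by 10 genes of the cell cycle list, and 7 of these are in the heatmap, namely Ccnd1, Ccnd2, E2f1, Tgfb2, Tgfb3, Ccnb1 and Ywhaz. The other 3 genes were Cdk4, Rbl2 and Mcm5. Except for Ywhaz, the heatmap genes that passed were higher in ZF rats than in both other groups. In simulations in which ZF-SGLT2i did not differ from ZF, a median of 2 and at most 9 genes of the list passed in both comparisons. Of the genes that passed in those simulations, 79.9% changed in opposite directions, since the ZF values are shared. Tgfb2, a growth factor gene at 100691540 to 100793227 on chromosome 13 of GRCr8, was 5.16 ± 1.11 (SD, n = 4) in ZL, 9.67 ± 1.71 in ZF and 6.78 ± 0.366 in ZF-SGLT2i rats. Its log2 fold change was 0.80 between ZF and ZL (standard error 0.14, adjusted p = 0.0029) and −0.44 between ZF-SGLT2i and ZF (adjusted p = 0.12). Ccnb1 was 1.76 ± 0.309 (SD, n = 4) in ZL, 2.59 ± 0.442 in ZF and 1.11 ± 0.311 in ZF-SGLT2i, with 7 to 34 reads per rat. In the limma fit of all rats with the main settings, it was the only heatmap gene with an adjusted p-value under 0.05 between ZF-SGLT2i and ZF (log2 fold change −0.77, adjusted p = 0.016), and this p rose above 0.05 with a term for the rat number (0.066), without ZF rat 3 (0.055) or 4 (0.052) and without ZF-SGLT2i rat 3 (0.054) or 6 (0.052). Between ZF and ZL, the adjusted p-value of Ccnb1 was 0.10. E2f1 (9 to 32 reads per rat), Tgfb3 and Ccnd2 had log2 fold changes of 0.38, 0.41 and 0.34 between ZF and ZL and of −0.62, −0.50 and −0.36 between ZF-SGLT2i and ZF, with adjusted p-values from 0.061 to 0.13. Between ZF and ZL, the adjusted p fell under 0.05 for Ccnd2 without ZL rat 2 (0.029) and for Tgfb3 without ZF rat 3 (0.0497). Between ZF-SGLT2i and ZF, it did so for E2f1 with all rats when array quality weights were used (0.030) or no filter on low values (0.047), and without ZF rat 5 (0.027) or ZF-SGLT2i rat 2 (0.034). E2f1 was 1.81 in ZF-SGLT2i rat 2 and 0.909 to 1.01 in the other rats of that group. Mcm6, LOC298795 and Tgfb1 passed between ZF and ZL with adjusted p-values of 0.0095, 0.014 and 0.011 and log2 fold changes of 0.74, 0.72 and 0.54. Between ZF-SGLT2i and ZF, their log2 fold changes were −0.30, −0.38 and −0.25, with unadjusted p-values of 0.10, 0.051 and 0.068. With each rat left out in turn, these ranged from −0.38 to −0.22, from −0.45 to −0.22 and from −0.31 to −0.15. LOC298795 is Sfnl1 in GRCr8, had 8 to 39 reads per rat and belongs to a gene family with similar members that reads can be shared with. In ZF rat 2 it was 3.74, against 1.97 to 2.14 in the other ZF rats. Tgfb1 was 12.7 in ZL rat 3 and 17.1 to 17.6 in the other ZL rats. Ywhaz fell across the groups, from 499 ± 41.3 (SD, n = 4) in ZL to 423 ± 47.0 in ZF and 368 ± 26.8 in ZF-SGLT2i. Its log2 fold changes were −0.24 (adjusted p = 0.066, 0.015 with array quality weights and 0.013 without ZF rat 4) and −0.20 (adjusted p = 0.26).

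**Figure D1:**
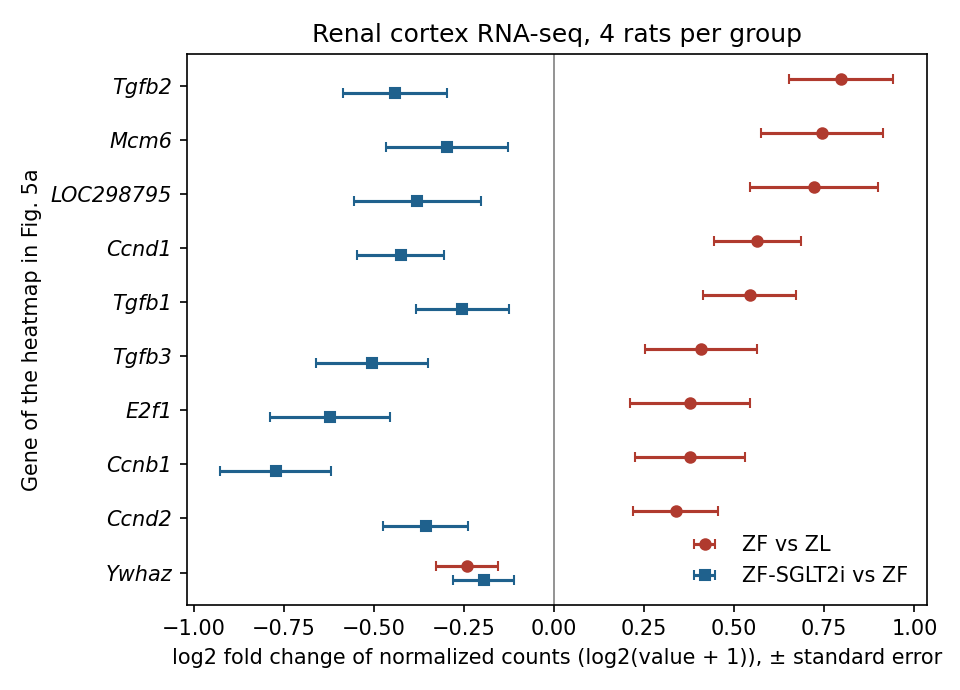
Log2 fold change, from limma on log2(value + 1), of each gene of the Fig. 5a heatmap between ZF and ZL rats (circles) and between ZF-SGLT2i and ZF rats (squares), 4 rats per group. Bars are standard errors, and Ywhaz is the gene that lies below 0 in both comparisons.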

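Cyclin D1 is encoded by Ccnd1, which lies on chromosome 1 of GRCr8 from 209518288 to 209527986. It had 1623 to 3160 reads per ZL rat and 2960 to 3384 reads per ZF rat. Its value was 216 ± 46.4 (SD, n = 4) in ZL and 316 ± 34.8 (SD, n = 4) in ZF rats, a log2 fold change of 0.56 (standard error 0.12, adjusted p = 0.0066 from limma). The 4 ZF rats, at 284, 339, 289 and 352, were all above the 4 ZL rats, at 213, 184, 184 and 282 (two-sided exact permutation test, p = 0.0286, the smallest p that 4 rats against 4 allow). The difference was larger than the spread within the groups, although ZL rat 4 at 282 lay just below ZF rat 2 at 284. Without ZL rat 4 the log2 fold change was 0.70, the value farthest from that of all rats. The other D cyclin outside the heatmap, Ccnd3, was 49.5 ± 6.41 (SD, n = 4) in ZL and 62.0 ± 3.11 in ZF, a log2 fold change of 0.33 (adjusted p = 0.016). The kinase partners of the D cyclins changed less, with log2 fold changes of 0.15 for Cdk4 (adjusted p = 0.0996, and 0.043 with array quality weights) and −0.15 for Cdk6 (adjusted p = 0.39). The kinase inhibitor gene Cdkn1c was 38.3 ± 4.30 (SD, n = 4) in ZL and 75.2 ± 3.05 in ZF, a log2 fold change of 0.96 (adjusted p = 3.2e-05).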

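In ZF-SGLT2i rats, Ccnd1 was 234 ± 13.3 (SD, n = 4), with 2139 to 2447 reads per rat. The log2 fold change against ZF was −0.43 (standard error 0.12), with an adjusted p of 0.075 over all genes tested. The 4 ZF-SGLT2i rats, at 233, 216, 245 and 243, were all below the ZF rats (two-sided exact permutation test, p = 0.0286). The adjusted p passed 0.05 when the fit held only the 2 groups compared (0.015), with array quality weights (0.013), with DESeq2 on the read counts (0.021) and without ZL rat 4 (0.011), and it ranged from 0.011 to 0.24 over all alternatives. Against ZL, the log2 fold change of Ccnd1 in ZF-SGLT2i rats was 0.14 (adjusted p = 0.42, two-sided exact permutation p = 0.486). Between ZF-SGLT2i and ZF, the log2 fold change was −0.15 for Cdk4 (adjusted p = 0.22), −0.10 for Ccnd3 (adjusted p = 0.57) and 0.17 for Cdkn1c (adjusted p = 0.39), which was 69.0 in ZF-SGLT2i rat 2 and 89.9 to 91.1 in the other rats of that group. The protein measurements of Fig. 5c and d are not analysed here. From cyclin D1 expression that was higher in ZF than in ZL rats and lower in ZF-SGLT2i than in ZF rats, the paper proposes a relation between increased cyclin D1 and podocyte hypertrophy.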

**Fig. 5:**
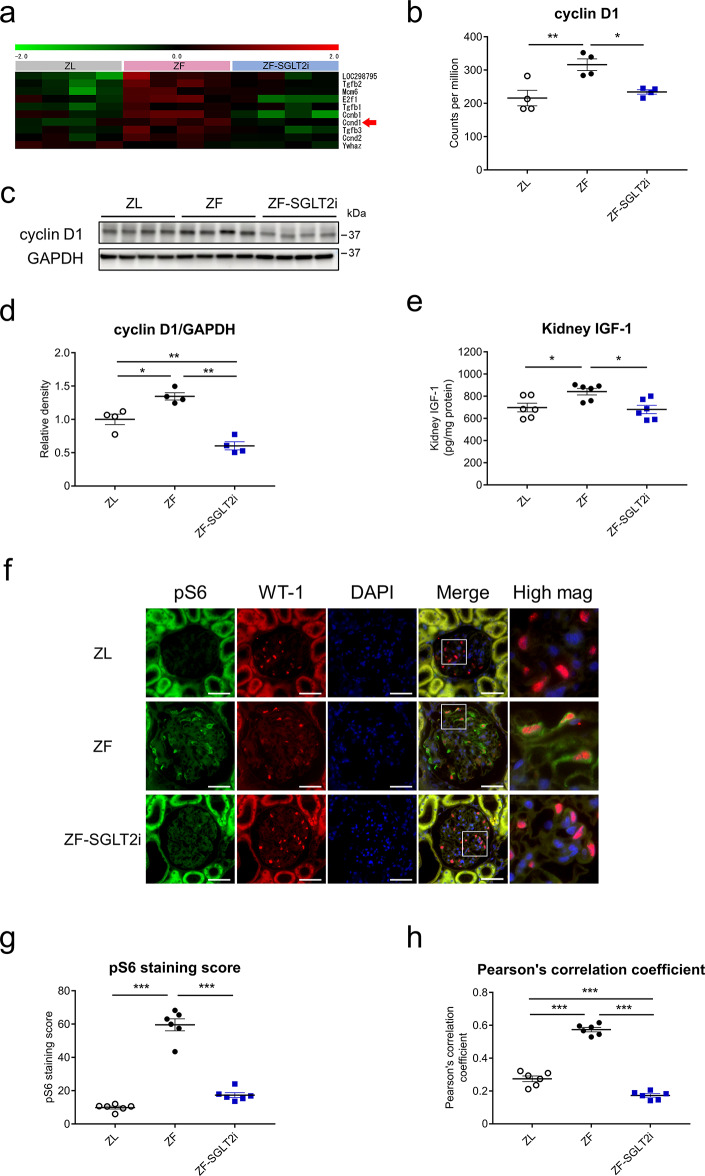
Investigation of signals underlying the development and suppression of obesity-related nephropathy revealed that the mammalian target of rapamycin (mTOR)/70 kDa ribosomal protein S6 kinase (p70S6k)/cyclin/D1 signaling pathway may be involved. **a** Total RNA was extracted from the kidney cortex collected from 32-week-old rats of Zucker lean (ZL), Zucker fatty (ZF), and sodium–glucose cotransporter 2 inhibitor (SGLT2i)-treated ZF rats. RNA sequencing (RNA-seq) was conducted, *n* = 4, each. RNA-seq detected 13,151 transcripts; 135 were related to the cell cycle. Among them, 10 genes were significantly upregulated in the nontreated ZF (ZF-NT) group compared to the ZL group (*P* < 0.05) and in ZF-NT compared to ZF-SGLT2i (*P* < 0.05). The gene heatmap depicts the relative difference from the median signal value in each gene. Black represents the median value, green represents a lower signal value, and red represents a higher signal value greater than the median. The color bar tone change represents the degree of signal value converted to log2. The red arrow points to cyclin D1. **b** A graph of gene expression signal values for cyclin D1, a key protein in the cell cycle. **c**, **d** Western blot images and quantitative analysis of cyclin D1 and glyceraldehyde-3-phosphate dehydrogenase (GAPDH) in proteins extracted from the kidney cortex at 32 weeks of age. GAPDH was used as a loading control. The original blots are presented in Supplementary Figure S1. **e** ELISA for IGF-1 in the renal cortex. **f** Representative immunofluorescence images at 32 weeks of age showing pS6 staining in the glomeruli. Single-channel (pS6, WT-1, and DAPI) and merged images are shown. Boxed regions in the merged images are presented at higher magnification in the rightmost panels (high mag). Scale bar = 50 μm. **g** Scoring phosphorylated ribosomal S6 (pS6) immunostaining in podocytes. Cyclin D1, involved in the cell cycle, was significantly higher in the ZF group in the RNA-seq results. **h** Pearson’s correlation coefficient between WT-1 and pS6 signals in glomerular tufts. These findings followed a similar pattern in the renal cortex western blots. IGF-1 and pS6 scores increased in ZF but decreased in ZF-SGLT2i. The mTOR/p70S6K/cyclin D1 signaling pathway is responsible for developing and suppressing obesity-related nephropathy. Data are presented as the mean ± SEM. Statistically significant differences are shown as: *P < 0.05, **P < 0.01, ***P < 0.001.

### mTORC1 signaling pathway activation via IGF-1 modulates cyclin D1

We previously reported that growth factors activate the mTORC1 pathway, causing podocyte hypertrophic stress in a diabetic rat model^27^. The IGF-1 and mTORC1 signaling pathways regulate cyclin D1^34–37^. Similarly, IGF-1 levels in the renal cortex IGF-1 were significantly higher in the ZF group and lower in the ZF-SGLT2i group (Fig. 5e). Moreover, the phospho ribosomal S6 (pS6; a marker of mTORC1 activation) immunostaining score of podocytes was significantly higher in the ZF group than in the ZL group (*P* < 0.001) and lower in the ZF-SGLT2i group than in the ZF group (*P* < 0.001; Fig. 5f, g). In addition, colocalization analysis using Pearson’s correlation coefficient demonstrated increased association between Wilms’ Tumor 1 (WT-1) and pS6 signals within the glomerular tuft in the ZF group, which was reduced in the ZF-SGLT2i group (Fig. 5h). Overall, activating the mTOR/p70S6K/cyclin D1 signaling pathway via IGF-1 elevation plays a role in podocyte hypertrophic stress, and SGLT2i may suppress these pathways, thereby applying a protective effect on podocytes.

### SGLT2i was partially more effective than calorie restriction (CR) in preventing the progression of ORN

#### Time course

To determine whether the improvement in podocyte hypertrophic stress and nephropathy with SGLT2i treatment was due to calorie loss or to other side effects of SGLT2 inhibition, the ZF-CR group was placed on a restricted diet. This diet reduced calorie intake by an amount equivalent to the calories lost via urinary glucose excretion in the ZF-SGLT2i group. The experimental protocol is shown in Fig. 6a. As the ZF-CR group was fed a 25% calorie-restricted diet, both the ZF-NT and ZF-SGLT2i groups consumed significantly more food throughout the study (Fig. 6b). Additionally, water intake in the ZF-SGLT2i group increased from the start of treatment (Fig. 6c), as did urinary volume at 32 weeks (Fig. 6d). Body weight was reduced in both the ZF-SGLT2i and ZF-CR groups compared to the ZF-NT group after 27 weeks of age, with the reduction being more pronounced in the ZF-SGLT2i group (Fig. 6e). The ZF-SGLT2i group had significantly lower blood glucose levels than the ZF-NT group at 28 and 32 weeks, but no group had hyperglycemia (Fig. 6f). Systolic blood pressure did not differ among the groups (Fig. 6g); however, heart rate in both the ZF-SGLT2i and ZF-CR groups were lower at 32 weeks of age (Fig. 6h). At 32 weeks of age, the left kidney of the ZF-SGLT2i group weighed more than that of the ZF-CR group and less than that of the ZF-NT group (*P* < 0.01 for both comparisons) (Fig. 6i). The ZF-SGLT2i group showed increased urinary glucose and sodium excretion at 32 weeks of age (Fig. 6j, k). Creatinine clearance (Fig. 6l) was not significantly different among the groups, but it was decreased in the ZF-SGLT2i group compared to the ZF-NT and ZF-CR groups, suggesting a correction of glomerular hyperfiltration in this group. Serum creatinine levels were higher in the ZF-SGLT2i group (Fig. 6m). Urinary protein excretion at 32 weeks was lower in both the ZF-SGLT2i and ZF-CR groups compared to the ZF-NT group, with the ZF-CR group showing a greater reduction (Fig. 6n).

**Fig. 6:**
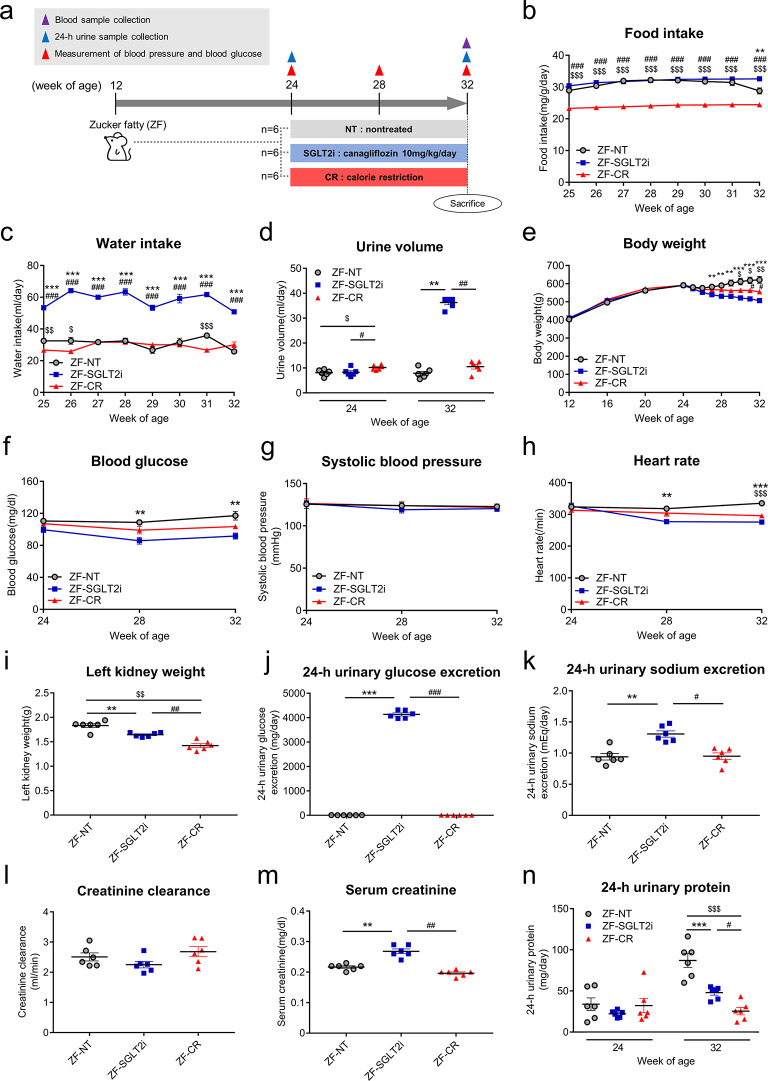
Time course of clinical parameters in nontreated (NT), sodium-glucose cotransporter 2 inhibitor (SGLT2i)-treated, and calorie restriction (CR) -treated Zucker fatty (ZF) rats. **a** Schematic representation of experimental protocols. The nontreated (ZF-NT) and SGLT2i-treated (ZF-SGLT2i) groups were fed the same amount of food per body weight daily. The ZF-SGLT2i group was treated with canagliflozin (10 mg/g/day) for 8 weeks. The ZF-CR group was placed on a 25% calorie-restricted diet to match the urinary glucose excretion of the SGLT2i group. Urine samples were collected at baseline (before SGLT2i treatment and CR) and at 32 weeks of age. **b** Food intake per body weight per day. **c** 24-h water intake. **d** 24-h urine volume. **e** Body weight gain. **f** Blood glucose. **g** Systolic blood pressure. **h** Heart rate. **i** Left kidney weight at 32 weeks of age. **j** 24-h urinary glucose excretion. **k** 24-h urinary sodium excretion. **l** Creatinine clearance was calculated from urinary creatinine, serum creatinine, and urine volume at 32 weeks of age. **m** Serum creatinine. **n** 24-h urinary protein. Body weight in the ZF-CR group decreased after the onset of CR, but to a lesser extent than in the ZF-SGLT2i group. Data are presented as mean ± SEM. Statistically significant differences are shown as: **P < 0.01, ***P < 0.001, ZF-NT versus ZF-SGLT2i, #*P* < 0.05, ##*P* < 0.01, ###*P* < 0.001, ZF-SGLT2i versus ZF-CR, $*P* < 0.05, $$*P* < 0.01, $$$*P* < 0.001, ZF-NT versus ZF-CR, *n* = 6 each.

#### Podometric analysis

Figure 7a–f show the representative histological findings and morphometry at 32 weeks in the ZF-NT, ZF-SGLT2i, and ZF-CR groups. Glomerular and podocyte volumes were considerably smaller in the ZF-SGLT2i and ZF-CR groups than in the ZF-NT group. Although no significant difference was observed between the ZF-SGLT2i and ZF-CR groups, the ZF-SGLT2i group showed a reduction (Fig. 7b, c). The number of podocyte nuclei per glomerulus did not differ considerably. However, the podocyte nuclear density substantially increased and the glomerular volume per podocyte significantly decreased in the ZF-SGLT2i group (*P* < 0.01), suggesting that podocyte hypertrophic stress was more suppressed in the ZF-SGLT2i group than in the ZF-CR group (Fig. 7d–f). The rate of change in U-sed pod mRNA excretion in the ZF-CR group was insignificant, declining to 30.0% of the 24-week mean value at 32 weeks. In contrast, the ZF-SGLT2i group showed a reduction to 9.6% of the 24-week mean value (*P* < 0.05; Fig. 7g).

**Fig. 7:**
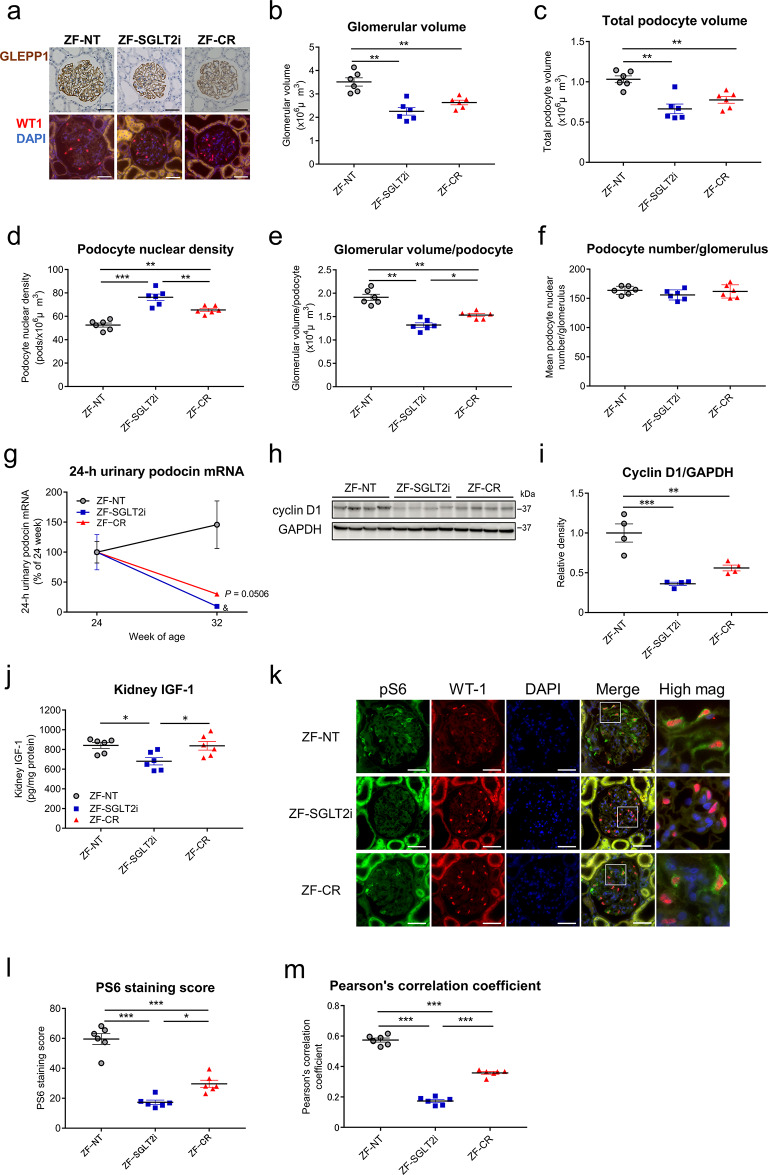
Podometric analysis and evaluation of the mammalian target of rapamycin(mTOR)/p70S6K/cyclin D1 signaling pathway in nontreated (NT), sodium-glucose cotransporter 2 inhibitor (SGLT2i)-treated, and calorie restriction (CR)-treated Zucker fatty (ZF) rats at 32 weeks. **a** Top panels show representative podocytes identified by immunoperoxidase staining for the cytoplasmic marker glomerular epithelial protein 1 (GLEPP1). Lower panels show representative immunofluorescence results. Podocytes are identified by red nuclear WT1 staining. DAPI (blue) stains all nuclei. Scale bar = 50 μm. **b** Glomerular volume. **c** Total podocyte volume. **d** Podocyte nuclear density. **e** Glomerular volume per podocyte. **f** Podocyte nuclear number per glomerulus. **g** 24-h urinary podocin mRNA. The 24-h urinary podocin mRNA excretion at 32 weeks is shown as the percentage change from the mean excretion for each group at 24 weeks. These findings suggest that SGLT2 inhibition may be more effective than CR in reducing hypertrophic stress-induced podocyte injury. **h** Representative western blots for cyclin D1 and glyceraldehyde-3-phosphate dehydrogenase (GAPDH) in the renal cortex. The original blots are presented in Supplementary Figure S2. **i** Quantitative analysis of cyclin D1 western blots. GAPDH was used as a loading control. **j** Renal cortical IGF-1 ELISA. **k** Representative immunofluorescence images at 32 weeks of age showing pS6 staining in glomeruli. Single-channel (pS6, WT-1, and DAPI) and merged are shown. Boxed regions in the merged images are presented at higher magnification in the rightmost panels (high mag). **l** Podocyte pS6 immunostaining score. **m** Pearson’s correlation coefficient between WT-1 and pS6 signals in the glomerular tufts. Renal cortical cyclin D1 expression was significantly lower in the ZF-SGLT2i and ZF-CR groups compared with the ZF-NT group. While cyclin D1 expression did not differ between the ZF-SGLT2i and ZF-CR groups, it trended lower in the ZF-SGLT2i group. The ZF-SGLT2i group had significantly lower renal cortical IGF-1 expression and podocyte pS6 staining scores than the other two groups. Data are presented as mean ± SEM. Statistically significant differences are shown as: *P < 0.05, **P < 0.01, ***P < 0.001, *n* = 4 for Western blot and *n* = 6 each for others. &*P* < 0.05, ZF-SGLT2i at 32 weeks of age versus ZF-SGLT2i at 24 weeks of age.

### SGLT2 inhibition more potently suppresses the mTOR/p70S6K/cyclin D1 signaling pathway than CR

Western blot analysis of cyclin D1 in the kidney revealed that its expression was significantly lower in the ZF-SGLT2i and ZF-CR groups than in the ZF-NT group. Although no significant difference was observed between the ZF-SGLT2i and ZF-CR groups, the ZF-SGLT2i group showed a further reduction (Fig. 7h, i, Supplementary Fig. S2). IGF-1 expression in the kidney was significantly lower in the ZF-SGLT2i group than in the ZF-NT and ZF-CR groups (Fig. 7j). Additionally, podocyte pS6 immunostaining scores were significantly lower in the ZF-SGLT2i and ZF-CR groups than in the ZF-NT group. Notably, the ZF-SGLT2i group scored significantly lower than the ZF-CR group (Fig. 7k, l). Consistent with these findings, colocalization analysis using Pearson’s correlation coefficient demonstrated reduced association between WT-1 and pS6 signals within the glomerular tuft in the ZF-SGLT2i and ZF-CR groups compared with the ZF-NT group, with a greater reduction observed in the ZF-SGLT2i group (Fig. 7m). These findings demonstrate that SGLT2 inhibition has a stronger inhibitory effect on the mTOR/p70S6K/cyclin D1 signaling pathway than CR and exerts a protective effect on podocytes by reducing hypertrophic stress.

## Discussion

In recent years, with the global increase in the prevalence of obesity, ORN has become a major public health concern. A higher body mass index is strongly linked to the onset of proteinuria, decreased estimated glomerular filtration rate (eGFR), and an increased risk of developing end-stage kidney disease^5,6^, suggesting that obesity not only constitutes a metabolic disorder but also directly affects kidney function. ORN pathogenesis involves a complex interplay of multiple pathophysiological mechanisms, including metabolic abnormalities, hemodynamic changes, inflammation, and hormonal dysregulation. Obesity leads to increased renal plasma flow and eGFR^7,8,20^, which in turn raises intraglomerular pressure, causing glomerular hypertrophy and podocyte enlargement^7,20^, contributing to kidney injury progression. Furthermore, overactivation of the RAAS has been implicated as a factor affecting kidney injury^10,11^. Endocrine abnormalities such as decreased adiponectin production and increased leptin levels^38–42^, elevated inflammatory cytokines including tumor necrosis factor-alpha and interleukin-6^14,43,44^, and ectopic lipid accumulation^17,45,46^ have been shown to contribute to kidney injury progression. ORN is a multifactorial disease and its pathogenesis involves complex interrelated mechanisms. Moreover, its underlying pathophysiology has yet to be fully elucidated. Therefore, prevention and early therapeutic intervention for ORN are critical, requiring a comprehensive management that includes obesity mitigation. Based on this background, the present study revealed two novel findings related to the pathogenesis and therapeutic targets of ORN. The first is that podocyte hypertrophic stress mediated via the mTOR/p70S6K/cyclin D1 signaling pathway plays a crucial role in ORN pathogenesis, and the second is that SGLT2i may suppress podocyte injury and nephropathy progression by inhibiting this signaling pathway.

First, we identified cyclin D1 as a candidate biomolecule that potentially contributes to ORN progression through an RNA sequencing analysis. Cyclin D1, a key regulator of cell cycle progression, is required for G1 phase progression^47^ and transition from the G0 to G1 phases^48^. Cellular hypertrophy occurs as a result of a progressive increase in cdk4/cyclin D1 kinase activity and the arrest of cells in the G1 phase of the cell cycle^33,49^. Although podocytes are terminally differentiated renal cells that cannot regenerate through proliferation, pathological stress conditions may allow podocytes to re-enter the cell cycle^50^. Cyclin D1 is abundant in cultured proliferating podocytes but not in quiescent, differentiated podocytes^51^. These findings suggest that cyclin D1 may be involved in the regulation of cell cycle-dependent processes such as hypertrophy and proliferation in podocytes.

Cyclin D1 is activated via several pathways, with the mTOR pathway being the key mediator^36^. We have reported that glomerular and podocyte hypertrophy occurs before albuminuria develops due to the activation of the IGF-1-mediated mTOR pathway, causing podocyte injury in response to hypertrophic stress in a diabetic rat model^27^. In obesity models, although mTOR pathway activation has been reported to be associated with tubulointerstitial inflammation and autophagy regulation^52,53^, evidence regarding IGF-1-dependent mTOR pathway activation in glomeruli and podocytes is currently insufficient. In this study, we demonstrated that obesity-induced elevation of IGF-1 activates the mTOR/p70S6K/cyclin D1 signaling pathway, leading to the development of glomerular hypertrophy and persistent hypertrophic stress in podocytes, which ultimately results in podocyte injury and the progression of nephropathy. These findings indicate a novel molecular mechanism underlying the development of ORN. To evaluate the mTOR signaling pathway activation in podocytes in vivo, we assessed pS6 by immunofluorescence. Given that p70S6K is a canonical substrate of mTORC1, S6 phosphorylation is widely used as a downstream readout of mTORC1 signaling in metabolic and renal studies^27,54,55^. Additionally, we quantified pS6 specifically in WT-1-positive podocytes, allowing the assessment of pathway activation at the podocyte level. Although pS6 can theoretically occur through alternative kinases, including 90 kDa ribosomal S6 kinase (p90RSK) downstream of the extracellular signal-regulated kinase pathway, under growth factor-mediated conditions, it is predominantly regulated through the mTORC1/p70S6K axis. Nevertheless, a direct measurement of phosphorylated mTOR (Ser2448) would further strengthen the evidence for mTORC1 activation. Given that phosphorylated mTOR (p-mTOR) was not examined in the present study, this represents a limitation, and future studies should include a direct assessment of p-mTOR to further confirm the activation of this pathway in ORN.

Subsequently, we investigated the effect of the SGLT2i and revealed that it exerts podocyte-protective effects by alleviating podocyte hypertrophic stress through the inhibition of mTOR/p70S6K/cyclin D1 signaling pathway. According to recent studies, the renal protective effect of SGLT2is is mediated by two primary mechanisms: (1) hemodynamic effects that restore tubuloglomerular feedback disrupted by glomerular hyperfiltration and (2) the metabolic effect that improves intracellular energy balance^31,56,57^. In this study, rats treated with an SGLT2i exhibited increased urinary sodium excretion and a tendency toward decreased creatinine clearance, suggesting that correcting glomerular hyperfiltration ameliorated glomerular hypertrophy, consistent with previous reports^58^. Notably, the present study indicated an improvement in markers of podocyte injury with SGLT2i treatment, as supported by podocyte morphological evaluation and analysis of U-sed pod mRNA, representing a mechanism distinct from the previously reported tubular-targeted effects. Furthermore, the suppression of IGF-1 and cyclin D1 expression in the renal cortex, along with reduced phosphorylation of S6 in podocytes, suggests that the SGLT2i is involved in the attenuation of podocyte hypertrophic stress via the mTOR signaling pathway. This finding has not been reported previously and constitutes the novelty of our study. The podocyte-protective effects of SGLT2is have also been reported in other pathological models. For example, in lupus nephritis, SGLT2i improves autophagy by suppressing mTORC1 activation in podocytes^59^. Similarly, in Alport syndrome, SGLT2i reduces lipotoxicity in podocytes^60^. Although these pathologies differ from ORN, these findings indicate the potential for SGLT2is to exert multifaceted protective effects on podocytes.

In this study, CR alone ameliorated podocyte/glomerular hypertrophy and suppressed mTOR activation. However, compared to CR, SGLT2i-treated rats exhibited a significant increase in podocyte density, along with reductions in U-sed pod mRNA excretion and mTOR pathway activation. This implies that the podocyte-protective effects of SGLT2i may be mediated by both CR-dependent and other mechanisms, with the molecular mechanism involving the inhibition of the IGF-1-mediated mTOR axis. Although CR can also be effective in suppressing the progression of ORN, many patients in clinical practice find it difficult to adhere to strict, long-term CR. Therefore, given the limitations of sustained dietary restriction in real-world settings, SGLT2is emerge as a practical and effective therapy for reducing podocyte injury and slowing the progression of ORN. Previous studies have shown that SGLT2 is predominantly expressed in proximal tubular epithelial cells, whereas its expression in glomerular cells, including podocytes, is extremely low^61–63^. These findings suggest that the protective effects of SGLT2is on podocytes may be mediated indirectly through systemic or intrarenal metabolic and hemodynamic mechanisms. However, in the present study, the SGLT2i group showed greater improvement in podocyte density and a greater reduction in urinary podocyte excretion compared with the CR group. These findings raise the possibility that SGLT2is may exert additional protective effects on podocytes beyond those attributable to metabolic improvement alone. SGLT2is are known to modulate intraglomerular hemodynamics by activating tubuloglomerular feedback, leading to reduced intraglomerular pressure. In the present study, detailed morphometric analyses of afferent and efferent arterioles were not performed; therefore, the contribution of glomerular hemodynamic changes could not be directly evaluated. Future studies incorporating vascular morphometric analyses will be required to clarify the relative contributions of hemodynamic and cellular mechanisms to the podocyte-protective effects of SGLT2 inhibition in ORN.

This study has some limitations. First, cyclin D1 expression was evaluated using protein extracted from the renal cortex, which contains multiple renal cell types. Therefore, the present analysis does not allow a definitive identification of the cellular source of cyclin D1 expression. Although the activation of upstream mTOR signaling was observed in WT1-positive podocytes, further studies using podocyte-specific approaches, including coimmunofluorescence staining for cyclin D1 and podocyte markers or analyses using isolated glomeruli or primary podocytes, are warranted to clarify the precise localization and functional role of cyclin D1 in podocytes. Second, direct assessment of the podocyte cell-cycle status was not performed in the present study. Given that cyclin D1 is a key regulator of cell-cycle progression, a direct evaluation of cell-cycle activity in podocytes would provide an important mechanistic insight into cyclin D1-mediated podocyte hypertrophic stress. Future studies using isolated glomeruli, primary podocytes, or dedicated cell-cycle assays will be necessary to clarify whether cyclin D1-mediated cell-cycle dysregulation contributes to podocyte injury in ORN. Third, although several previous studies have suggested the potential direct effects of SGLT2is on podocytes^30,64^, the present study did not directly evaluate SGLT2 expression in podocytes. Therefore, the precise cellular targets and mechanisms underlying the protective effects of SGLT2is on podocytes remain to be clarified. Finally, the results are based on experiments conducted in rat models, which may differ from humans, including the biological properties of podocytes and response of the mTOR pathway. In addition, although we focused on IGF-1/mTOR/cyclin D1 signaling pathway, other pathways and factors may also contribute to ORN progression, and future research is required for a comprehensive elucidation of the underlying mechanisms.

In conclusion, this study demonstrated that obesity-induced IGF-1 elevation activates the mTOR/p70S6K/cyclin D1 signaling pathway, which promotes nephropathy progression by inducing podocyte hypertrophic stress. Furthermore, the study revealed that the SGLT2i exerts a podocyte-protective effect by inhibiting this signaling pathway, leading to the suppression of ORN progression (Fig. 8). To the best of our knowledge, this is the first report to elucidate the molecular mechanism by which SGLT2i protects podocytes by targeting the IGF-1-mediated mTOR signaling pathway. These findings provide significant evidence supporting the potential of a novel therapeutic approach for ORN.

**Fig. 8:**
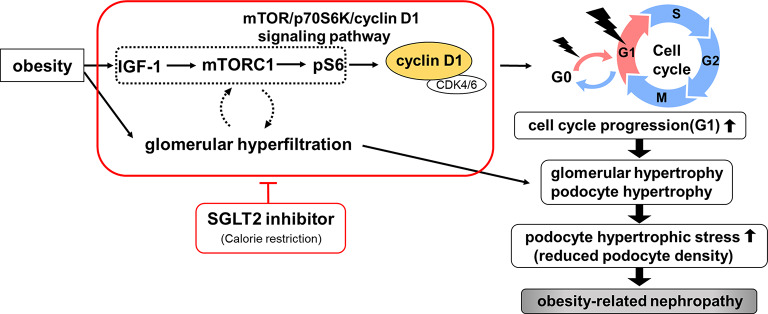
Schematic hypothesis for the progression and suppression of obesity-related nephropathy. Based on the findings of this experiment, we hypothesized that the obesity-induced increase in IGF-1 activated the mammalian target of rapamycin complex 1 (mTORC1), resulting in increased cyclin D1 expression via activation of protein S6, activating cell cycle progression and causing podocyte hypertrophy. Furthermore, glomerular hyperfiltration, caused by obesity or activating the IGF-1 and mTOR pathway, can contribute to glomerular hypertrophy and podocyte hypertrophy. The persistence of podocyte injury caused by podocyte hypertrophic stress was considered a cause of obesity-related nephropathy. These outcomes indicate that the SGLT2 inhibitor has podocyte-protective effects through calorie restriction and other effects. The molecular mechanism involves inhibiting the IGF-1-mediated mTOR/p70S6K/cyclin D1 signaling pathway.

## Methods

### Animals

Male leptin receptor-deficient ZF and ZL rats, used as obese and control models, respectively, were purchased from Japan SLC (Shizuoka, Japan). All rats were housed under controlled temperature and humidity on a 12-hour light/dark cycle. The study was approved by the Oita University Animal Research Committee (approval no. 201501 and 251501) and conducted in accordance with the approved guidelines. All methods were performed in accordance with the relevant guidelines and regulations. All animal experiments are reported in accordance with the Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines^65^.

### ORN rat model study

Eight-week-old ZF (*n* = 6) and ZL (*n* = 6) rats underwent open kidney wedge biopsy, with approximately one-tenth of the kidney removed—sufficient to observe at least 25 glomeruli—at 16 and 24 weeks to assess pathological changes over time in an individual. The rats were anesthetized with isoflurane during kidney biopsy, and postoperative analgesia was achieved with buprenorphine. The rats were monitored until 32 weeks of age.

### SGLT2i and CR study

Eighteen ZF rats were purchased at 12 weeks of age and randomly divided into three groups (*n* = 6 per group): nontreated ZF (ZF-NT), SGLT2i-treated ZF (ZF-SGLT2i), and calorie restricted ZF (ZF-CR). Food intake (g/g body weight/day) in the ZF-SGLT2i group was adjusted to match the ZF-NT group. Beginning at 24 weeks of age, the ZF-SGLT2i group received canagliflozin (10 mg/kg/day) mixed into their food for 8 weeks. During the same period, the ZF-CR group was placed on a diet with a CR equivalent to the urinary glucose excretion observed in the ZF-SGLT2i group (an approximate 25% caloric restriction). All rats were given free water access and monitored until 32 weeks of age.

### Sample collection

Rats were anesthetized with isoflurane (3% for induction and 2% for maintenance) in oxygen. Blood samples were collected via the inferior vena cava, after which the rats were euthanized by systemic perfusion with cold physiological saline. Death was confirmed by cessation of heartbeat and respiration, following perfusion. The kidneys were then harvested and perfusion-fixed with paraformaldehyde/lysine/periodate (PLP) before being embedded in paraffin for sectioning. Blood pressure and heart rate were measured using the tail-cuff method with an automatic blood pressure monitor (BP-98 A; Softron, Tokyo). Serum creatinine, urinary protein, urinary creatinine, urinary glucose, and urinary sodium levels were calculated at a central clinical laboratory.

### RNA analysis and real-time reverse transcription-quantitative polymerase chain reaction assay of urine samples

Rats were kept in metabolic cages for 24-h urine collection to assess urine volume, proteinuria, urinary glucose, and urinary sediment podocin (U-sed pod) mRNA excretion. Urine samples were centrifuged at 3,200 ×*g* for 15 min at 4 °C; then, the supernatant was removed. The pellet was suspended in 1.5-mL diethyl pyrocarbonate-treated phosphate-buffered saline and centrifuged at 12,000 ×*g* for 5 min at 4 °C. The washed urine pellets were subsequently suspended in RLT/β-mercaptoethanol buffer (RNeasy kit; Qiagen, Germantown, MD, USA) and stored at − 80 °C. RNA was extracted from urinary pellets using an RNeasy mini kit (cat. No. 74106; Qiagen), and complementary DNAs (cDNAs) were reverse-transcribed from total RNA (~ 1 µg) using a high-capacity cDNA reverse transcription kit (Applied Biosystems, Foster City, CA, USA). Podocin mRNA abundance was quantified using a LightCycler 96^®^ system (Roche Molecular System, Mannheim, Germany) and FastStart Essential DNA Probe Master Mix (Roche Molecular System, Inc.) in a final volume of 10 µL per reaction. The TaqMan probe (Applied Biosystems) used was rat NPHS2 (podocin) (cat. No. Rn00709834_m1). cDNA standard curves were created using serially diluted standards.

### Podometric analysis

Immunofluorescence and immunoperoxidase staining employed PLP-perfused paraffin-embedded kidney sections. The mean glomerular radius (r) was measured in 25 consecutive glomerular profiles, starting from the outer cortex and progressing to the juxtamedullary glomeruli, using 2.0-µm sections. Image Pro (Media Cybernetics, Rockville, MD, USA) was used to calculate the mean glomerular radius (r), mean maximal *R* = 4/πr, and mean glomerular volume (= 4/3πR^3^)^66,67^.

The number of podocyte nuclei was determined in 25 glomerular tufts using immunofluorescence staining for WT1. Podocyte nuclear density was calculated using a stereological method as previously described by Venkatareddy et al.^67^. Following the correction for section thickness and nuclear shape, a quadratic equation was used to estimate podocyte nuclear density. The mean number of podocyte nuclei per glomerular tuft was calculated by multiplying the mean glomerular volume by the podocyte nuclear density. The glomerular epithelial protein 1 (GLEPP1)-positive tuft area was calculated from 25 consecutive glomerular tufts and expressed as the percentage of the glomerular tuft area with positive GLEPP1 immunoperoxidase staining, using Image Pro. The mean total podocyte volume was calculated by multiplying the mean glomerular volume by the mean percentage of GLEPP1-positive areas. Reagents: Primary antibody was WT1 (SC-7385 monoclonal IgG1; Santa Cruz Biotechnology, USA) at 1:50, with a Cy3-labeled secondary antibody (Jackson ImmunoResearch Laboratories, USA) at 1:100. Slides were coverslipped using SlowFade Gold antifade reagent with DAPI (S36939; Invitrogen, USA). Mouse monoclonal anti-GLEPP1 antibody (1B4) was used at 1:100 (a gift from Dr. Wiggins’ laboratory) with the Vectastain Elite ABC immunoperoxidase kit (PK-6100; Vector Laboratories Inc, USA). All morphometric analyses were performed by investigators blinded to the group allocation.

### Scoring of phospho S6 immunofluorescence staining

Phosphorylation of ribosomal protein S6 (pS6) was evaluated as a downstream indicator of mTORC1/p70S6K signaling activity. The intensity of pS6 staining in podocytes was quantified across 25 glomeruli. Podocytes were identified by nuclear staining for WT-1. The intensity of pS6 staining in podocytes within the glomerular tuft was measured using ImageJ (NIH, USA) and scored on a scale of 0 to 255 (representing unstained areas and maximum intensity, respectively). Colocalization between the WT-1 and p-S6 signals was analyzed using the Coloc2 plugin in ImageJ. Pearson’s correlation coefficients were calculated within the glomerular tuft. For each rat, 25 glomeruli were analyzed and the mean value per rat was used for statistical comparisons. A primary polyclonal phospho-S6 antibody (#2211; Cell Signaling Technology, USA) was used at a 1:400 dilution, followed by a FITC-labeled secondary antibody (1:100; Jackson ImmunoResearch Laboratories, USA). Slides were mounted using SlowFade Gold Antifade Mountant with DAPI (S36939; Invitrogen, USA).

### Renal cortex IGF-1

The rats were euthanized, and the renal cortex was harvested and stored at − 80 °C until use. A 100 mg sample of renal cortex was homogenized in 600 µL of phosphate-buffered saline and diluted tenfold prior to the assay. Renal cortical IGF-1 levels were measured using a Rat IGF1 ELISA kit (Cat. No. MBS824704; MyBioSource.com, USA).

### RNA sequencing

Total RNA was extracted from renal tissue samples collected at 32 weeks of age using an RNeasy kit (Qiagen, Germantown, MD, USA). Samples with an RNA Integrity Number (RIN) > 7 and a total of 1 µg of RNA were used as input for sequencing. Sequencing libraries were prepared using the MGIEasy rRNA Depletion Kit and the MGIEasy RNA Directional Library Prep Set. The resulting libraries were quality-controlled and sequenced on the MGI DNBSEQ G400 FAST platform to generate 150 bp paired-end reads.

### Western blotting

Total protein was extracted from renal cortices by homogenization in RIPA buffer. Protein samples were separated by SDS-PAGE, transferred to PVDF membranes (Bio-Rad Laboratories, Inc., Hercules, CA), and blocked with 5% non-fat milk in Tris-buffered saline containing 0.01% Tween-20. The membranes were then washed and incubated overnight at 4 °C with anti-cyclin D1 (1:1,000, Proteintech Group, Inc.). Following subsequent washes, the membranes were incubated with peroxidase-conjugated secondary antibodies and visualized using an ECL chemiluminescence kit (Cytiva, Tokyo, Japan). To determine equal loading, the membranes were stained with anti-glyceraldehyde-3-phosphate dehydrogenase (1:20,000, Sigma-Aldrich). The autoradiographs were scanned with ImageQuant 800 (Cytiva, Tokyo, Japan).

### Statistical methods

Data are presented as mean ± SEM. Statistical analyses were performed using GraphPad Prism version 7. Comparisons between two groups were performed using an unpaired two-tailed Student’s t-test or a paired t-test, as appropriate. For comparisons among three groups, statistical significance was determined by one-way analysis of variance followed by Tukey’s *post hoc* test. A *P*-value of < 0.05 was considered statistically significant.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The RNA-seq data have been deposited in the Gene Expression Omnibus database accession number GSE285091 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi? acc=GSE285091). Additional data supporting the findings of this study are available from the corresponding author upon request.

# Supplementary material for: Sodium–glucose cotransporter 2 inhibitor ameliorates podocyte hypertrophic stress by suppressing the mTOR/p70S6K/cyclin D1 signaling pathway in obesity-related nephropathy
**Source:** Sci Rep. 2026 Apr 20;16:18385. doi: 10.1038/s41598-026-49025-w
**Supplement:** Supplementary file 1 — Supplementary Material 1

# Sodium–glucose cotransporter 2 inhibitor ameliorates podocyte hypertrophic stress by suppressing the mTOR/p70S6K/cyclin D1 signaling pathway in obesity-related nephropathy

Miho Suzuki<sup>1</sup>, Akihiro Fukuda<sup>1</sup>, Ryo Kurimoto<sup>1</sup>, Akiko Kudo<sup>1</sup>, Hirotaka Shibata<sup>1</sup>

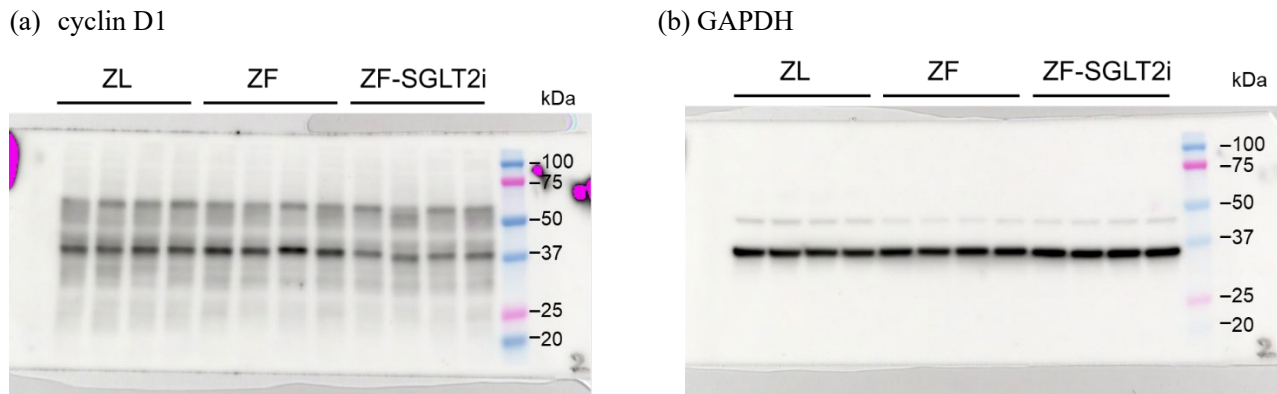

**Supplementary Figure S1. Full-length western blot images of cyclin D1 and glyceraldehyde-3-phosphate dehydrogenase (GAPDH) in proteins extracted from the kidney cortex of 32-week-old Zucker lean (ZL), Zucker fatty (ZF), and SGLT2 inhibitor (SGLT2i)-treated ZF rats. (a)Cyclin D1. (b)GAPDH. GAPDH was used as a loading control.**

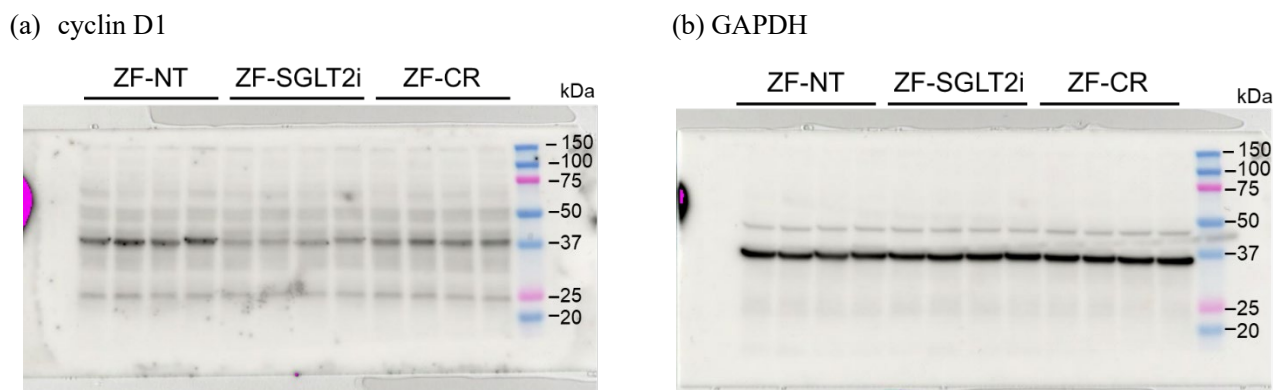

**Supplementary Figure S2. Full-length western blot images of cyclin D1 and glyceraldehyde-3-phosphate dehydrogenase (GAPDH) in proteins extracted from the kidney cortex of 32-week-old nontreated (NT), sodium-glucose cotransporter 2 inhibitor (SGLT2i)-treated, and calorie restriction (CR)-treated Zucker fatty (ZF) rats. (a)Cyclin D1. (b)GAPDH. GAPDH was used as a loading control.**

How the deposited data were processed for this re-analysis (not part of the article)

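RNA was sequenced from the renal cortex of 32-week-old rats, 4 ZL, 4 ZF and 4 ZF-SGLT2i. The paper's methods describe ZL rats in a study whose rats had kidney biopsies at earlier ages. They describe ZF-SGLT2i rats in a separate study, with no biopsy mentioned. The study of the sequenced ZF rats is not stated, and the legend of Fig. 5a calls them ZF-NT. Comparisons with ZL rats may therefore include a difference in study and biopsy. The authors deposited a table of normalized values for 13151 genes, with a column for each of the 12 rats and no column of another sample. Each value is a whole number of reads times a constant for the rat, and the constants are those of CPM with edgeR's TMM scaling factors, so a library size correction is already in the values. These signal values were made by the authors, who counted reads on genes and scaled the counts before they deposited them. Division by the constant gave back the whole read counts. The aligner, genome build, annotation and counting tool are not named in the paper's text. Gene names were looked up in the reference gene table of GRCr8, and the positions given are from that table. No genome sequence and no reads were used here, so reads shared between similar genes could not be separated. Between 8824980 and 12210257 reads per rat were on genes, and a gene with few reads has a wide counting error in each rat. No 2 rats of a group were copies of each other, with a chi-square per gene of 5.63 to 52.5 between the rats of a group.

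The comparisons ZF against ZL, ZF-SGLT2i against ZF and ZF-SGLT2i against ZL were fitted with limma 3.58.1 in R 4.3.3 on log2(value + 1), for the 11633 genes with a value of at least 1 in at least 4 rats. The 3 groups shared a fit with eBayes and its trend option, p-values were two-sided, and they were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called at an adjusted p-value under 0.05. The paper's rule for the heatmap, p under 0.05 in both comparisons, was applied to the unadjusted limma p-values of the cell cycle list. Single genes were also compared with an exact permutation test of the 70 assignments of 4 rats against 4, whose smallest p is 0.0286. Gene lists were tested with camera at a preset correlation of 0.01, with camera at a correlation estimated from the data, and with fry. The counts of called genes, the cell cycle list in ZF against ZL and in ZF-SGLT2i against ZF, the marker lists that were apart, and the clock, male-high and female-high lists in ZF against ZL were also run on the other splits of the same 8 rats into groups of 4, 35 splits in all. The counts of genes called in opposite directions and of genes that met the heatmap rule were run on 100 drawn splits of the 12 rats. The other lists were not run on other splits. Values of a shared ZF group were simulated 100 times.

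The tools were tested on simulated data with 200 changed genes among 11614 tested. Limma called 194 genes, 187 of them changed and in the right direction and 7 unchanged, and recovered 99.1% of the 4-fold and 88.5% of the 2-fold changes. In data without any change, limma called 1 of 11657 genes, and 4.80% of the genes had an unadjusted p under 0.05. edgeR called 195 genes and 1 gene in the same data, and DESeq2 called 208 and 13.

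The genes named are those of the Fig. 5a heatmap, genes of the IGF-1 and mTOR pathway, control genes, sex-linked genes, cyclins with their kinases and inhibitors, a few podocyte and tubule genes, and the 3 genes with the largest rise and the 3 with the largest fall in each of ZF against ZL and ZF-SGLT2i against ZF, among called genes whose groups do not overlap. A few genes that this rule takes in are not reported here. This rule, the tests, the cell cycle list, the 14 lists of cell type and state markers and the list of IGF-1 and mTOR pathway genes were set before the data were examined, as were the alternatives apart from those named below. The marker lists cover podocytes, mesangial and juxtaglomerular cells, proximal tubule, injured tubule, thick limb and distal tubule, collecting duct, inner medulla, endothelium, macrophages, lymphocytes, fibroblasts, blood, adipocytes and proliferation. Only genes that passed the filter on low values were tested, which left 2 of 10 lymphocyte, 2 of 5 blood and 3 of 6 adipocyte genes. The proliferation list shares genes with the cell cycle list, Ccnb1 and Mcm5 among them. The 28 tests of the marker lists were adjusted together. A list is reported as apart between groups when its adjusted camera p and its fry p were both under 0.05. The clock gene lists, in an activator arm and a repressor arm, and the lists of genes known to be higher in male or in female rat kidney were drawn up after the results had been seen. Of the named genes, the alternatives were computed for the heatmap genes, for genes with an adjusted p-value under 0.05 in the comparison reported, and for a few further genes given in the text; the criterion for the second kind was chosen after the data had been seen, when the alternatives over all named genes had given many changes of direction in genes near 0.

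The alternatives were a pseudocount of 0.1, no filter on low values, a mean value of at least 10, rescaling by median ratios, quantile normalization, a fit with only the 2 groups compared, a term for the rat number, array quality weights, edgeR 4.0.16 quasi-likelihood tests and DESeq2 1.42.0 on the whole reads, each rat left out in turn, and, for the heatmap rule, Tukey's post hoc test and an exact permutation test per gene. After the data had been seen, 5 further per-gene tests were tried for the heatmap rule, in search of a test that gives the genes of Fig. 5a, and none gave all of them: edgeR's exact test, edgeR's quasi-likelihood test without the filter, and a pooled-variance test on the deposited values, on log2(value + 1) and on log2(value + 0.01). Rat numbers that occur in more than 1 group do not pair the rats, since the correlation of the residuals across genes had a median of 0.014 in the 9 pairs with the same number and of −0.023 in the 39 pairs with different numbers. In a group of 4 rats, a rat was set apart when Dixon's ratio was above 0.829. The figure was drawn with matplotlib 3.10.9. The western blots, the immunostaining, the protein assays and the groups without sequencing data were not analysed here.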

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

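The tests of cell shares in the tissue, of the scaling and all tests of the clock genes were chosen only after the result was seen; those of other splits for the marker lists and of library size were chosen before.

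In 13 of 258 groups of 4 rats, over the genes named, the highest or lowest rat lay far from the other rats of its group, and chance alone gives 12.9. ZF rat 2 was far from the others in LOC298795 (3.74 against 1.97 to 2.14), Irs2 (167 against 124 to 130), Rps6kb1 (28.0 against 32.5 to 33.3) and Slc22a7 (2.59 against 0 to 0.342). ZF-SGLT2i rat 2 was far from the others in E2f1 (1.81 against 0.909 to 1.01), Cdkn1c (69.0 against 89.9 to 91.1) and Nphs1 (173 against 203 to 207). ZF-SGLT2i rat 4 was far from the others in Htr5b (16.8 against 7.52 to 8.58) and Mlst8 (35.1 against 33.6 to 33.8). Among ZL rats, rat 2 was far from the others in Nphs1 (173 against 132 to 134), rat 3 in Tgfb1 (12.7 against 17.1 to 17.6), and rat 4 in Gapdh (1790 against 2190 to 2241) and Tef (149 against 89.1 to 98.7). Without ZF-SGLT2i rat 2, the log2 fold change of E2f1 between ZF-SGLT2i and ZF went from −0.62 to −0.75 and its adjusted p from 0.062 to 0.034 (0.027 without ZF rat 5, and from 0.027 to 0.17 over the alternatives). Of the 13 rats set apart, 5 had the lowest or highest read number of their group. Library size and a difference between single rats cannot be told apart here, since 2 of any 4 rats have the lowest or highest depth. No biological explanation was tested for single rats.

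In ZF against ZL, the lists of podocyte, mesangial and juxtaglomerular, injured tubule and endothelial genes were higher and the adipocyte list was lower, which the paper does not analyse in these data. The median log2 fold change was 0.33 for the podocyte list, with 13 of 14 genes higher and Mme lower. It was 0.54 for the mesangial and juxtaglomerular list (6 of 6 genes higher), 0.91 for the injured tubule list (10 of 12 higher), 0.31 for the endothelial list (10 of 11 higher) and −0.35 for the adipocyte list (3 of 3 lower). The adjusted camera p-values ranged from 6.4e-06 to 0.036. With an estimated correlation, the unadjusted p was 0.12, 0.029, 0.061, 0.22 and 0.037 in the same order, so the mesangial and adipocyte lists passed 0.05. Of the 35 splits of the 8 rats, 4 gave as small a camera p for the podocyte list, 4 for the mesangial and juxtaglomerular, 4 for the injured tubule, 11 for the endothelial and 4 for the adipocyte list, so none of the 5 lists stands out from regroupings of the same rats. In the alternatives, each list kept a camera p under 0.05, apart from the adipocyte list among genes with a mean of at least 10 CPM, whose median was −0.33. The scaling of the samples is argued against, since quantile normalization, which moved the proximal tubule list from −0.19 to 0.024, left each of these 5 lists with its direction, a camera p under 0.05 and a median of 0.32 or more in size (the nearest to 0 was −0.32, of the adipocyte list). A smaller share of proximal tubule cells would raise the thick limb and distal tubule list alike, whose median was −0.025 but whose genes went both ways (4 higher, 4 lower), and this and a change in the cells themselves cannot be told apart. A larger share of glomeruli in the tissue would raise the endothelial list, as was seen (0.31), but vessels outside glomeruli also carry those genes, and this explanation stays open too. Obesity itself, which the design names, may raise these genes and was not tested apart from cell shares. Nor was it tested apart from a possible difference in study and kidney biopsy between ZL and ZF rats.

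In ZF-SGLT2i against ZF, the collecting duct list was higher (median log2 fold change 0.33, 11 of 11 genes higher), and the fibroblast list (−0.76, 8 of 8 lower) and the proliferation list (−0.37, 17 of 20 lower) were lower, which the paper does not analyse in these data. The adjusted camera p-values were 9.2e-06, 9.4e-08 and 6.4e-06, and with an estimated correlation the unadjusted p was 0.099, 0.042 and 0.041. As small a camera p came from 3 of the 35 splits of the 8 rats for the collecting duct list, 1 for the fibroblast list, which is the real split, and 5 for the proliferation list. Among genes with a mean of at least 10 CPM, only 5 of the 20 proliferation genes remained. Their median was −0.0058 and did not pass 0.05 with camera. More medulla in the tissue would raise the inner medulla list, whose median was −0.051 but whose genes went both ways (3 higher, 3 lower), so more medulla and a change in the collecting duct cells cannot be told apart. A smaller share of all interstitial and vascular cells is argued against as the whole cause of the fibroblast fall, since the endothelial list fell by a median of −0.093 and each fibroblast gene fell farther, the nearest by −0.32; this held with each ZF and ZF-SGLT2i rat left out in turn. The macrophage list (−0.22, 11 of 11 lower) and the lymphocyte list (−0.40, 2 of 2 lower) fell too. A smaller share of interstitial cells apart from vessels cannot be told apart from a change in fibroblasts, since the macrophage median went to −0.38 without ZF-SGLT2i rat 2, farther than the nearest fibroblast gene in that fit (−0.36). Fewer fibroblasts, or less expression in them, under SGLT2 inhibition may both underlie the fall and were not tested apart.

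Most clock genes lay apart between ZL and both ZF groups. The activator arm had a median log2 fold change of −1.66 in ZF against ZL and the repressor arm of 1.23. The arms are names of lists and not of gene function, and the median of the 5 activator genes is the value of Nfil3, a repressor. Arntl went from 43.1 ± 9.21 (SD, n = 4) in ZL to 3.59 ± 2.45 in ZF and 2.43 ± 0.465 in ZF-SGLT2i, and Dbp from 40.7 ± 17.6 to 254 ± 52.0 and 297 ± 31.7. Npas2 (−2.27), Nfil3 (−1.66) and Clock (−0.40) fell in ZF, and Ciart (2.28), Per3 (1.84), Nr1d2 (1.27), Tef (1.23), Per2 (1.20), Nr1d1 (0.88) and Cry2 (0.87) rose. Of the tested genes, Cry1 (−0.025, adjusted p = 0.95), itself a repressor but placed on the activator list, was not called in ZF against ZL. Per1 of the repressor list (0.75, adjusted p = 0.19) was not called either. For each arm, the real split was the 1 of 35 splits with so small a camera p, and with an estimated correlation the p was 0.0047 and 0.011. The scaling of the samples is argued against, since the gap between the arms was at least 2.89 under both rescalings. With the main settings, the marker list that moved farthest moved by 0.91, less than either arm, which argues against a different mix of the listed cell types. With a pseudocount of 0.1, however, the blood list of 2 genes moved by 1.50, farther than the repressor arm (1.23). The activator arm moved farther still (−1.87), so a different share of blood cells stays open for the repressor arm only. The gap of 2.89 between the arms is what a different time of day of tissue collection would give, and also what a shifted clock in obese rats would give. The paper's text does not state the collection time, and the design cannot tell these apart.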

How the results depend on the processing

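None of the values below comes from a test chosen only after the result was seen, apart from the lists of clock genes and of male-high and female-high genes. Over 122 results of single genes and gene lists, 2653 values were computed under alternatives. Of these, 2453 kept their direction and their side of the threshold, 127 were weaker, 33 stronger and 40 in the opposite direction. Ccnd1, the cell cycle list and all counts of genes are not among the 122 results. A count was taken as kept when it stayed within 1.5 times that of the main settings. The count of genes called in opposite directions was kept in 11 alternatives, lower in 9 and higher in 2. For the changes given here the cause was not tested, unless stated.

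The numbers of called genes ranged from 807 to 2807 for ZF against ZL, from 223 to 689 for ZF-SGLT2i against ZF and from 1502 to 4030 for ZF-SGLT2i against ZL over the alternatives with all rats. Genes called in opposite directions ranged from 56 to 171. With array quality weights 689 genes were called between ZF-SGLT2i and ZF and 171 in opposite directions, and with DESeq2 641 and 157. Quantile normalization changed the direction of the calls between ZF and ZL from 43.6% to 53.9% higher in ZF. The log2 fold change of Ccnd1 ZF-SGLT2i vs ZF kept its direction in all alternatives, from −0.46 to −0.39 with all rats. It passed 0.05 with only the 2 groups compared (−0.43, adjusted p = 0.015), where the spread is estimated from fewer rats, with array quality weights (−0.46, 0.013) and with DESeq2 (−0.44, 0.021), and its limma, edgeR and DESeq2 adjusted p-values ranged from 0.011 to 0.24. It also passed with Tukey's post hoc test on the deposited values, with a difference of −81.8 and a p of 0.020 for this gene alone.

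A term for the rat number, fitted as a replicate block, gave 807, 223 and 1502 called genes, 56 in opposite directions, and a log2 fold change of Ccnd1 between ZF and ZL of 0.51 (adjusted p = 0.070). The numbers do not pair the rats and not every number occurs in each group, so the term uses up degrees of freedom. Whether the lower counts come from this alone was not tested. With this term, Ccnb1, Mki67 and Rbp4 did not pass between ZF-SGLT2i and ZF, and between ZF and ZL neither did Ccnd3, Clock, Eif4ebp1, Igfbp5, Irs2, Nphs1, Nr1d1, Odc1, Prlr, Slc21a4, Slc22a2, Slc22a7, Slc7a13, Slco1a1 and Tgfb1.

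For the heatmap rule, the number of cell cycle genes went from 10 to 5 among genes with a mean of at least 10, which removes the lower genes, to 5 with quantile normalization, to 6 with Tukey's post hoc test and to 4 with an exact permutation test per gene, whose smallest p leaves little room under 0.05. The medians of the cell cycle list were 0.014 and −0.020 among its 71 genes with a mean of at least 10 and did not pass.

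With each rat left out in turn, the called genes ranged from 1384 to 2453 for ZF against ZL, from 176 to 569 for ZF-SGLT2i against ZF, from 2238 to 3302 for ZF-SGLT2i against ZL and from 35 to 139 in opposite directions, and 7 to 13 genes met the heatmap rule. Fewer rats lower the power, so most of these counts fell. Of the genes called between ZF-SGLT2i and ZF, 44.3% were higher in ZF-SGLT2i with all rats. More were higher than lower without ZF rat 3 (53.3%) or 4 (56.4%), or ZF-SGLT2i rat 3 (50.6%), 4 (50.2%) or 6 (52.5%). For ZF against ZL the counts outside 1.5 times were 1384 without ZL rat 1, 1454 without ZF rat 2 and 1426 without ZF rat 3. For ZF-SGLT2i against ZF they were 206, 184, 188 and 569 without ZF rats 2, 3, 4 and 5, and 176, 209 and 181 without ZF-SGLT2i rats 3, 4 and 6. In opposite directions they were 64 without ZL rat 1, 44, 35 and 56 without ZF rats 2, 3 and 4, and 62, 47, 49 and 61 without ZF-SGLT2i rats 2, 3, 4 and 6. The log2 fold change of Ccnd1 ranged from 0.50 to 0.70 in ZF against ZL, from −0.48 to −0.37 in ZF-SGLT2i against ZF and from 0.069 to 0.27 in ZF-SGLT2i against ZL. Without ZL rat 4, which has the highest Ccnd1 value of the ZL rats, the last of these passed (0.27, adjusted p = 0.037, from 0.037 to 0.72 over the alternatives), and so did ZF-SGLT2i against ZF (−0.43, adjusted p = 0.011).

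The values that changed direction were all of results that did not pass a threshold, apart from the proliferation list in ZF against ZL. That list went from 0.18 over 20 genes to −0.0022 over the 5 genes with a mean of at least 10. The blood list of 2 genes in ZF-SGLT2i against ZF went from 0.059 to −0.19 with a pseudocount of 0.1, −0.18 with the replicate block and −0.098 with array quality weights. Without a filter, the inner medulla list in ZF-SGLT2i against ZF was 0.023 and the lymphocyte list in ZF against ZL 0.060. Among genes with a mean of at least 10, the inner medulla list was 0.023, and the lymphocyte list had no gene. With quantile normalization, the podocyte list was −0.0064 in ZF-SGLT2i against ZF. In ZF against ZL it gave 0.024 for the proximal tubule list, 0.17 for the thick limb and distal list, 0.13 for the inner medulla list, 0.046 for the IGF-1 and mTOR list, 0.14 for Gapdh and 0.0023 for Actb. With the replicate block, the lymphocyte list was 0.00010, the inner medulla list 0.0042 and Wt1 −0.12 in ZF against ZL. With array quality weights, the podocyte list was −0.025 in ZF-SGLT2i against ZF and Lepr −0.011 in ZF against ZL. With edgeR, the podocyte list was −0.0035 in ZF-SGLT2i against ZF.

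With each rat left out in turn, some results near 0 changed direction. In ZF against ZL the ranges were −0.17 to 0.082 for the inner medulla list (above 0 without ZL rats 1 and 2 and ZF rat 2), −0.078 to 0.0091 for the thick limb and distal list (above 0 without ZF rat 4), −0.058 to 0.022 for the IGF-1 and mTOR list (above 0 without ZF rat 4), −0.030 to 0.28 for Lepr (below 0 without ZL rat 3) and −0.042 to 0.14 for Wt1 (below 0 without ZL rat 1 and ZF rat 5). In ZF-SGLT2i against ZF they were −0.30 to 0.55 for the blood list (below 0 without ZF rat 3 and ZF-SGLT2i rats 4 and 6), −0.060 to 0.074 for the podocyte list (below 0 without ZF rat 4 and ZF-SGLT2i rats 3, 4 and 6), −0.036 to 0.0049 for the IGF-1 and mTOR list (above 0 without ZF-SGLT2i rat 4), −0.25 to 0.030 for the clock activator list (above 0 without ZF rat 4) and −0.045 to 0.067 for Gapdh (below 0 without ZF rats 2 and 5 and ZF-SGLT2i rat 4).

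Depth limits the genes with few reads. LOC298795, E2f1 and Ccnb1 had 7 to 39 reads per rat, and LOC298795, E2f1, Ccnb1, Tgfb2, Tgfb3, Mcm5 and Mcm6, with means under 10 CPM, have no value among genes with a mean of at least 10.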

Differences from the paper's values

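The tests added for the heatmap rule, named at the end of the next paragraph, were chosen only after the result was seen.

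Under the rule the paper states for Fig. 5a, the paper's number of cell cycle genes that differed at p under 0.05 in both comparisons and were higher in ZF is 10, and 6 of those 10 genes met it with limma, namely Ccnd1, Ccnd2, E2f1, Tgfb2, Tgfb3 and Ccnb1. Of the 24 alternatives set before the data were examined, 5 gave a number within 1.5 times the paper's, which were no filter on low values (7), only the 2 groups compared (7), edgeR on the whole reads (7), without ZF rat 5 (7) and without ZF-SGLT2i rat 3 (8). The other 19 did not, and over all 24 the number ranged from 2 to 8, so none reached 10. LOC298795 met the rule with no filter, with edgeR, and without ZL rat 4, ZF rat 3, ZF rat 5 or ZF-SGLT2i rat 3. Mcm6 met it with only the 2 groups compared, with array quality weights and without ZL rat 3. Tgfb1 met it without ZL rat 3, ZF rat 3 or ZF-SGLT2i rat 3. Counting all genes of the cell cycle list in either direction, 10 genes met the rule with limma, with rescaling by median ratios, with array quality weights, without ZL rat 3, without ZF-SGLT2i rat 2 and without ZF-SGLT2i rat 3, but these were not the 10 genes of the heatmap. Over the 30 settings run in all, both comparisons were passed by Ccnd1 in 30, Tgfb2 in 29, Tgfb3 in 26, Ccnd2 in 26, Ccnb1 in 22, Ywhaz in 20, E2f1 in 17, LOC298795 in 8, Mcm6 in 3 and Tgfb1 in 3. Of the tests added after the values were seen, edgeR's exact test gave 7 heatmap genes higher in ZF, with LOC298795 among them, and 10 genes of the list. edgeR without the filter also gave 7, with LOC298795 among them. The pooled-variance test gave 5 on the deposited values, 5 on log2(value + 1) and 5 on log2(value + 0.01).

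The legend of Fig. 5a describes all genes of the heatmap as higher in ZF than in ZL rats. Ywhaz was lower in ZF than in ZL, with a log2 fold change of −0.24 and means of 499 in ZL and 423 in ZF. It was lower in ZF under each alternative, from −0.32 to −0.047.

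The paper gives cyclin D1 as significantly lower in ZF-SGLT2i than in ZF rats. The log2 fold change of Ccnd1 in that direction was −0.43. Its unadjusted limma p was 0.0033, which is under the 0.05 per gene that the paper used. Its adjusted p over all genes tested, a stricter measure, was 0.075. The adjusted p was under 0.05 with only the 2 groups compared (0.015), array quality weights (0.013), DESeq2 (0.021) and without ZL rat 4 (0.011). Tukey's post hoc test on Ccnd1 alone, the test the paper's statistics section gives for 3 groups, gave p = 0.020.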

Other observations

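The tests of the clock on Ccnd1, of cell shares and of the scaling on Igf1, of the proximal tubule on Slco1a1, Slc21a4 and Kap, and of other splits for the male-high and female-high lists were chosen only after the result was seen.

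Of the 35 splits of the 8 rats of each comparison into groups of 4, only the real split, 1 of 35, gave as many called genes in ZF against ZL, 1 in ZF-SGLT2i against ZF and 1 in ZF-SGLT2i against ZL. The other splits gave at most 3, 0 and 0 genes. Such counts are easy to pass, since a true difference between the rats widens the spread in every other split. Of 100 splits of the 12 rats, 1 gave as many genes called in opposite directions, the real one, and 3 gave at least 10 genes of the cell cycle list at p under 0.05 in both comparisons, the real one included, with up to 13 in the others. For the shift of the cell cycle list, 4 of 35 splits gave as small a camera p in ZF against ZL and 2 of 35 in ZF-SGLT2i against ZF, which leaves both shifts within what regroupings of the same rats give.

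The ZF rats enter both comparisons, so a ZF group that lies high by chance gives a rise and then a fall. In 100 simulations in which ZF-SGLT2i did not differ from ZF, 0 gave as many genes called in opposite directions as the 98 seen, and 0 gave as many as the 10 cell cycle genes seen. Chance values of the ZF group are therefore argued against as the whole cause of the 98 opposite calls. For the 10 cell cycle genes they cannot be told apart from a change with treatment, since 7 of these genes were chosen by the study on the same rats, the simulations reached 9, and the number fell to 4 with an exact permutation test per gene. In those simulations 159 of the 199 list genes that passed (79.9%) changed in opposite directions, and 100% (74 of 74) did when no group differed. That 9 of the 10 genes changed in opposite directions thus says little by itself. Across all tested genes, the log2 fold changes of the 2 comparisons had a Pearson's r of −0.074, and genes are not independent replicates. The simulations without a change between ZF and ZF-SGLT2i gave a median r of −0.15 (from −0.67 to 0.40), so this r is no evidence of a reversal.

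The Igf1 transcript was 8.77 ± 1.49 (SD, n = 4) in ZL, 4.48 ± 1.09 in ZF and 3.73 ± 0.760 in ZF-SGLT2i rats. The log2 fold change was −0.84 in ZF against ZL (adjusted p = 0.0043), −0.21 in ZF-SGLT2i against ZF (adjusted p = 0.57) and −1.05 in ZF-SGLT2i against ZL (adjusted p = 0.00060). By ELISA, the paper reports IGF-1 in the renal cortex as higher in ZF rats and lower in ZF-SGLT2i rats. In ZF against ZL the transcript thus went in the opposite direction to the paper's protein assay. Transcript and protein are unlike measures, and the protein assay is not analysed here. The scaling of the samples is argued against, since under both rescalings the log2 fold change in ZF against ZL stayed at −0.84 or farther from 0. A smaller share of collecting duct cells is argued against as the whole cause, since the lowest gene of the collecting duct list changed by −0.30. A change in Igf1 transcription in obese rats stays open and may be tested in separated cells. Of the 19 tested genes of the IGF-1 and mTOR list, 4 were called higher and 2 lower in ZF against ZL, with a list median of −0.043, and 1 was called higher and 0 lower in ZF-SGLT2i against ZF, with a median of −0.014 and 5 genes at an unadjusted p under 0.05. In ZF against ZL the called genes besides Igf1 were Irs2 (−0.80), Igfbp1 (0.47), Eif4ebp1 (0.46), Igfbp5 (0.40) and Akt1 (0.23). Irs2 (adjusted p = 0.031) did not pass with all rats under quantile normalization (0.053), with only the 2 groups compared (0.075) or with a term for the rat number (0.19), nor without ZL rat 1 (0.067), 3 (0.063) or 4 (0.053) or without ZF rat 3 (0.076), 4 (0.054) or 5 (0.073). Igfbp1 was also higher in ZF-SGLT2i than in ZF (0.65, adjusted p = 0.0067).

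In ZF-SGLT2i against ZF, the clock activator arm had a median log2 fold change of −0.23 (0.030 without ZF rat 4) and the repressor arm of 0.24 (0.090 without ZF rat 4). The gap between the arms was thus wider by 0.47 in ZF-SGLT2i than in ZF rats, and by less without ZF rat 4. In this comparison 0 genes of either arm were called. The camera p at the preset correlation was 0.19 for the activator arm and 0.016 for the repressor arm. Neither arm passed with fry (p = 0.20 and 0.19) or with an estimated correlation (p = 0.29 for each), so the widening is not secured. Since no test gives the direction in which the clock would act on Ccnd1, a shift of the clock cannot be told apart from other effects of treatment for the lower Ccnd1 in ZF-SGLT2i than in ZF rats. For the higher Ccnd1 in ZF than in ZL, ZF-SGLT2i rats have clock genes apart from ZL, as ZF rats do, and a Ccnd1 log2 fold change against ZL of 0.14 (0.27 without ZL rat 4). Since treatment may have lowered a Ccnd1 raised by the clock, a clock shift cannot be told apart from other effects of obesity for this rise.

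Slco1a1, Slc21a4 and Kap fell in ZF against ZL by log2 fold changes of −3.63, −3.29 and −2.35. All 6 tested genes known to be higher in male rat kidney were lower in ZF, with a median of −1.36, and 2 of 35 splits gave as small a camera p. Among them were Slc7a13 (−3.98), Slc22a2 (−1.54), Odc1 (−1.43), Acsm3 (−1.29) and Cyp2e1 (−0.76). Slc22a2 (adjusted p = 0.017) did not pass with a term for the rat number (0.12) or without ZL rat 1 or ZF rat 3 (0.052 in each). The 2 genes known to be higher in females, Slc22a7 and Prlr, had a median of −1.41 and were lower too, and 11 of 35 splits gave as small a camera p. This camera p (0.049) did not pass in 13 alternatives, where it went up to 0.21. Slc22a7 (adjusted p = 0.039) did not pass in 11 alternatives (up to 0.24), and Prlr (0.033) in 6 (up to 0.19). Slc22a7 was at 0.758 in ZF rats, near the floor, and its log2 fold change of −1.69 depends on the value added before the log. Without ZL rat 4 the 2 genes had a median of −0.95. Lower androgen action in ZF rats would leave the female-high genes level or raise them, but with 2 genes this cannot be told apart from a wider fall of transporter genes. A smaller share of proximal tubule cells is argued against as the whole cause, since the lowest gene of the proximal tubule list changed by −1.26. A smaller share of the last proximal tubule segment stays open, since Slc5a1 of that segment was lower in ZF as well (−0.99). Obesity may also lower these genes within cells. Between ZF-SGLT2i and ZF, Cyp2e1 rose by 0.85 (adjusted p = 0.0045).

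Among podocyte genes, Nphs1 was 143 ± 20.3 (SD, n = 4) in ZL and 199 ± 25.3 in ZF (log2 fold change 0.47, adjusted p = 0.0093), while Wt1 was 29.4 ± 4.17 and 30.6 ± 4.80 (0.057, adjusted p = 0.79; −0.020 without ZL rat 1 and −0.042 without ZF rat 5). Mme of the podocyte list was the gene that fell, by −1.76, and proximal tubule cells also express it. Slc5a2, which encodes SGLT2, was 460 ± 67.7 (SD, n = 4) in ZF and 401 ± 29.4 in ZF-SGLT2i (−0.19, adjusted p = 0.62). Lepr was 9.07 ± 2.57 (SD, n = 4) in ZL and 9.93 ± 1.32 in ZF (0.15, adjusted p = 0.59; −0.030 without ZL rat 3). Mki67 was 21.3 ± 1.38 (SD, n = 4) in ZF and 12.3 ± 4.18 in ZF-SGLT2i (−0.79, adjusted p = 0.026), and it did not pass in 7 alternatives, which were the replicate block (0.060) and without ZF rats 2 (0.069), 3 (0.072) and 4 (0.077) and ZF-SGLT2i rats 3 (0.092), 4 (0.070) and 6 (0.064). The Y-linked genes Ddx3y and Eif2s3y were present in every group, at 2.19 and 54.9 in ZL, 1.50 and 48.2 in ZF and 1.21 and 46.1 in ZF-SGLT2i. The control genes Gapdh and Actb had log2 fold changes of −0.078 and −0.20 in ZF against ZL and of 0.011 and −0.19 in ZF-SGLT2i against ZF.

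The other marker lists were not apart under both camera and fry. In ZF against ZL the median log2 fold change was −0.19 for the proximal tubule list, −0.025 for thick limb and distal, 0.13 for collecting duct, −0.024 for inner medulla, 0.31 for macrophage, −0.16 for lymphocyte (2 genes tested), 0.42 for fibroblast, 0.90 for blood (2 genes tested) and 0.18 for proliferation. Left-out rats moved the proximal tubule list from −0.31 (without ZF rat 4) to −0.12 (without ZL rat 3). They moved collecting duct from 0.0061 (without ZF rat 5) to 0.20, and macrophage up to 0.47 (without ZF rat 5). Lymphocyte went from −0.26 (without ZL rat 3) to −0.074 (without ZL rat 1). Fibroblast went down to 0.25 (without ZL rat 3) and proliferation down to 0.095 (without ZL rat 4). In ZF-SGLT2i against ZF the median was 0.0071 for podocyte, −0.39 for mesangial and juxtaglomerular, −0.15 for proximal tubule, −0.21 for injured tubule, 0.11 for thick limb and distal, −0.051 for inner medulla, −0.093 for endothelial, −0.22 for macrophage, −0.40 for lymphocyte, 0.059 for blood and 0.083 for adipocyte. Left-out rats moved the proximal tubule list to −0.031 (without ZF rat 4) and injured tubule to −0.054 (without ZF rat 2). Thick limb and distal went from 0.070 (without ZF rat 4) to 0.17 (without ZF-SGLT2i rat 2). Inner medulla went from −0.087 to −0.0021 (without ZF-SGLT2i rat 4). Endothelial went from −0.16 (without ZF-SGLT2i rat 6) to −0.015 (without ZF-SGLT2i rat 2). Macrophage went from −0.38 (without ZF-SGLT2i rat 2) to −0.11 (without ZF-SGLT2i rat 4). Adipocyte went from 0.024 (without ZF-SGLT2i rat 4) to 0.40 (without ZF rat 2).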
